# Systems Analysis of Lactose Metabolism in *Trichoderma reesei* Identifies a Lactose Permease That Is Essential for Cellulase Induction

**DOI:** 10.1371/journal.pone.0062631

**Published:** 2013-05-08

**Authors:** Christa Ivanova, Jenny A. Bååth, Bernhard Seiboth, Christian P. Kubicek

## Abstract

*Trichoderma reesei* colonizes predecayed wood in nature and metabolizes cellulose and hemicellulose from the plant biomass. The respective enzymes are industrially produced for application in the biofuel and biorefinery industry. However, these enzymes are also induced in the presence of lactose (1,4-*0*-*ß*-d-galactopyranosyl-d-glucose), a waste product from cheese manufacture or whey processing industries. In fact, lactose is the only soluble carbon source that induces these enzymes in *T. reesei* on an industrial level but the reason for this unique phenomenon is not understood. To answer this question, we used systems analysis of the *T. reesei* transcriptome during utilization of lactose. We found that the respective CAZome encoded all glycosyl hydrolases necessary for cellulose degradation and particularly for the attack of monocotyledon xyloglucan, from which *ß*-galactosides could be released that may act as the inducers of *T. reesei’s* cellulases and hemicellulases. In addition, lactose also induces a high number of putative transporters of the major facilitator superfamily. Deletion of fourteen of them identified one gene that is essential for lactose utilization and lactose uptake, and for cellulase induction by lactose (but not sophorose) in pregrown mycelia of *T. reesei*. These data shed new light on the mechanism by which *T. reesei* metabolizes lactose and offers strategies for its improvement. They also illuminate the key role of ß-D-galactosides in habitat specificity of this fungus.

## Introduction

The β-(1,4)-linked glucose polymer cellulose and hemicellulose polysaccharides of varying composition make up 60–80% of the plant cell wall and arise from the utilization of solar energy and carbon dioxide by plants at an annual production rate of about 7.2 and 6×10^10^ tons, respectively [1]. These polymers therefore represent the global reservoir of renewable carbon for the production of biofuels and platform chemicals used in biorefineries.

The fungus *Trichoderma reesei* (the anamorph of the tropical ascomycete *Hypocrea jecorina*) serves as the major producer organism for the enzymes needed to degrade the above mentioned polymers to soluble monosaccharides [2]. Since most of these enzymes are formed only adaptively, the cultivations must be performed in the presence of an inducer which is, in most cases, a cellulose and hemicellulose containing waste material. Interestingly, lactose (1,4-*0*-*ß*-d-galactopyranosyl-d-glucose), which is produced to around 1.2 million tons per annum worldwide as a by-product from cheese manufacture or from whey processing industries, also induces cellulase formation in *T. reesei* (but not in other fungi) and is the only economic soluble carbon source for this purpose [3]. On the other side, lactose metabolism is slow and leads to lower cellulase yields than on cellulose, thus warranting a deeper understanding of lactose metabolism towards its targeted improvement [4], [5].

In this study, we exploit functional genomics resources to perform a systems analysis of the *T. reesei* transcriptome during utilization of lactose and formation of cellulases and hemicellulases. We have produced strains containing deletions in genes encoding proteins identified from the transcriptome datasets and evaluated them for their ability to use lactose and produce cellulases. From this analysis, we identified a protein whose deletion completely impairs lactose utilization and cellulase gene expression in *T. reesei*. These data shed new light on the mechanism by which lactose induces cellulase formation in *T. reesei*, and illuminate the key role of ß-D-galactosides in habitat specificity of this fungus.

## Results

### The Lactose-regulated Transcriptome of *T. reesei*

In order to identify genes that are induced or repressed by lactose, we determined the transcriptional profiles of *T. reesei* QM 9414 during the initial growth phase (when 25–30% of the carbon source have been consumed) on lactose, glucose and glycerol, and monitored those that were >2-fold different at a p<0.05 between lactose and either of the two other sugars. 

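Transcripts were measured on 6 single-colour NimbleGen arrays, 2 each for lactose, glucose and glycerol. The strain, QM9414, is an early cellulase-producing mutant of T. reesei, and each carbon source was supplied at 10 g/l. The paper gives 24 h of growth for all cultures, while the sample labels give 28 h for lactose and 24 h for glucose and glycerol. The authors' deposited values are log2 signals, 1 for each of 9126 array features, summarised from several probes by RMA. The settings of that step and the normalization between arrays are not given in the sources used here. Signals ran from 2.70 to 15.90, and the medians of the 6 arrays lay between 10.80 and 10.85. Across genes, the 2 replicates correlated with r = 0.998 on lactose, 0.998 on glucose and 0.996 on glycerol. Correlations between single arrays of different groups averaged r = 0.875 for lactose and glucose, 0.900 for lactose and glycerol and 0.938 for glucose and glycerol. Genes are not independent replicates in these coefficients. The deposited log2 values were fitted for all 3 groups together with limma, which left 3 residual degrees of freedom plus 5.10 from the spread over all genes. A gene was called when it was over 2-fold different in the same direction from both glucose and glycerol, with a Benjamini-Hochberg adjusted p under 0.05 in both comparisons. The labels describe duplicate flasks but also speak of mixed replicates, so the spread between 2 arrays may be technical in part, and p-values then measure that spread alone. No detection calls were among the values, and the lowest 10% of all signals, under a log2 value of 4.66, were treated as the low end of the arrays, where folds are imprecise.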

In order to remove those genes that would be specific to either glucose or glycerol, but not lactose, we then selected those genes that were present in both comparisons. These comprised a total of 1540 genes ( = 16.8% of the total genome), of which 899 (58.4%) and 641 (41.6%) were up- and downregulated, respectively. Of these 1540 genes, 523 up- and 367 downregulated genes could either be identified or at least attributed to a function (Table 1; Table S1). It was found that 376 and 274 genes, respectively, encoded unknown or orphan, lineage-specific proteins. Also, 127 (14.1%) and 59 (9.2%) of the up- and downregulated genes encoded genes containing an N-terminal signal sequence and therefore putatively comprise secreted and/or membrane proteins.

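On lactose, 929 genes were higher and 664 were lower than on both glucose and glycerol, together 1593 genes or 17.5% of the array features, and 58.3% of them were higher. The 10 genes with the largest rise by the smaller of both folds included the cellobiohydrolase gene cel6a (Trire2:72567), the endoglucanase gene cel5a (Trire2:120312), a GH67 α-glucuronidase, which removes glucuronic acid side chains from xylan (Trire2:72526), an MFS permease (Trire2:105260), an iron transporter (Trire2:38812), the amino acid transporters Trire2:104077 and Trire2:66819, and 3 proteins of unknown function. The iron transporter rose 155-fold against glucose and 302-fold against glycerol, and the unknown protein Trire2:60445 rose 275- and 246-fold. Genes with the largest fall by that measure included a ferric reductase (Trire2:23353), a pair of copper transporters (Trire2:52315 and Trire2:62716), a flavoprotein monooxygenase (Trire2:73623) and a neutral amino acid transporter (Trire2:123718). The monooxygenase was 1986-fold lower than on glucose and 1235-fold lower than on glycerol (log2 signal 3.62 ± 0.15 on lactose against 14.57 ± 0.094 on glucose and 13.89 ± 0.17 on glycerol, SD, n = 2 arrays each). Of these largest changes, 9 of the 10 rises and 9 of the 10 falls, Trire2:60445 and the monooxygenase among them, had a group at the low end of the arrays, so their folds and order are imprecise. Against glucose, 1417 genes rose and 1264 fell, and against glycerol 1331 rose and 1145 fell. Opposite directions in the 2 comparisons were found for 89 genes, and 999 genes passed against glucose only and 794 against glycerol only. Both comparisons use the same lactose arrays, which adds to their overlap. Lists of these sizes drawn independently would share 206.7 rising and 158.6 falling genes. In 20 simulations without any effect no gene passed both comparisons. As no gene changed in them, that count cannot show how far the shared arrays add to the overlap. The fold changes of the 2 comparisons correlated across genes with r = 0.728 (0.502 in the simulations) and had a covariance of 1.48 (0.0108 in the simulations), and the 2 lactose arrays were not split between the comparisons, which would leave 1 in each, so part of the excess may come from the shared arrays. Of the genes called, 168 of the higher and 91 of the lower had a group at the low end of the arrays, and without the dimmest 25% of all genes 532 genes were higher. Over 4-fold, 381 genes were higher and 189 lower, and over 1.5-fold, 1474 and 1369.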

**Table 1:** Balance of significantly* regulated transcripts during growth of *T. reesei* on lactose.

	Upregulated				Downregulated			
	all genes		secreted		all genes		secreted	
	Number	%*	Number	%**	Number	%*	Number	%**
Identified	523	58.1	88	16.8	367	57.2	25	6.8
Unknown	298	33.1	28	9.3	247	38.5	25	10.1
Unique	78	8.8	11	14.1	27	4.3	9	33.3
Total	899		127	14.1	641		59	9.2

* either>or <2-fold vs. glucose and glycerol.

* %-values refer to the total number of genes.

** %-values refer to the category of genes (e.g. identified, unknown or unique, resp.).

We employed two strategies to identify genes that are overrepresented in the lactose-specific transcriptome (see Materials and Methods): after grouping genes according to FunCat categories, we first calculated the ratio of the number of up- vs downregulated genes belonging to each category and tested which of them was beyond the average (p<0.05). In addition, we expressed the number of transcripts that belong to individual Funcat groups as the percentage of all genes in the >2-fold transcriptome, and divided this value by the percentage of the total number of genes of this Funcat group in the 9143 genes of the *T. reesei* genome. These “enrichment” values were then again tested for those lying beyond the mean variation (p<0.05). Genes involved in solute transport (of the major facilitator superfamily; “MFS permeases” and of amino acids), and “CAZymes” ( = enzymes acting on extracellular polysaccharides) were enriched in lactose-grown cultures, and genes required for proteasome and mitochondrial function were strongly downregulated (Table 2). In addition, genes that only passed the first criterion were genes encoding GH-auxiliary proteins, G-protein coupled receptors and transcription factors (which all contained more up- than downregulated members), and genes for ribosomal functions (which were mostly downregulated).

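Among the Table S1 genes annotated as MFS permeases, 69 were higher and 9 lower on lactose than on both carbon sources, and among glycosyl hydrolases 58 were higher and 10 lower. All 13 genes for proteasome subunits and assembly factors were lower, by a median of 2.33-fold against glucose and 2.27-fold against glycerol. They included the 20S subunit Pup2 (3.09- and 3.49-fold), the regulatory particle subunits Rpn7 (2.37- and 2.67-fold) and Rpn3 (2.63- and 2.37-fold), and the assembly factor UMP1 (2.43- and 2.67-fold). Of 36 genes for mitochondrial proteins, 33 were lower, with medians of 3.57-fold against glucose and 2.56-fold against glycerol, among them the presequence protease CYM1 (7.93- and 3.84-fold), the inner membrane translocase TIM40 (7.13- and 3.52-fold) and a deoxynucleotide carrier (6.63- and 3.68-fold). The 3 mitochondrial genes that were higher encode carriers, including those for succinate/fumarate and oxoglutarate/malate. Among amino acid transporters, 15 were higher and 7 lower. The higher genes included LysP (Trire2:66819), 668-fold against glucose and 108-fold against glycerol, a PotE transporter (Trire2:104077, 108- and 122-fold), a GABA permease (Trire2:70098, 135- and 19.5-fold) and another PotE transporter (Trire2:56314, 20.1- and 20.3-fold), all at the low end of the arrays on glucose, and the PotE transporters on glycerol too. These counts were the same when adjusted over the list alone, but the study selected the listed genes on these same arrays, so they are not independent evidence of the direction. Compared with the other genes of Table S1, the share of higher genes departed for mitochondrial proteins (adjusted p = 4.58e-09), MFS permeases (4e-08), glycosyl hydrolases (1.01e-05) and proteasome subunits (3.56e-05), but not for amino acid transporters (0.538), in Fisher's exact test, two-sided, chosen after the data were examined, and genes of a group are not independent. Over 4-fold, none of the proteasome genes (0) and 1 mitochondrial gene were lower.

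**Figure D1:**
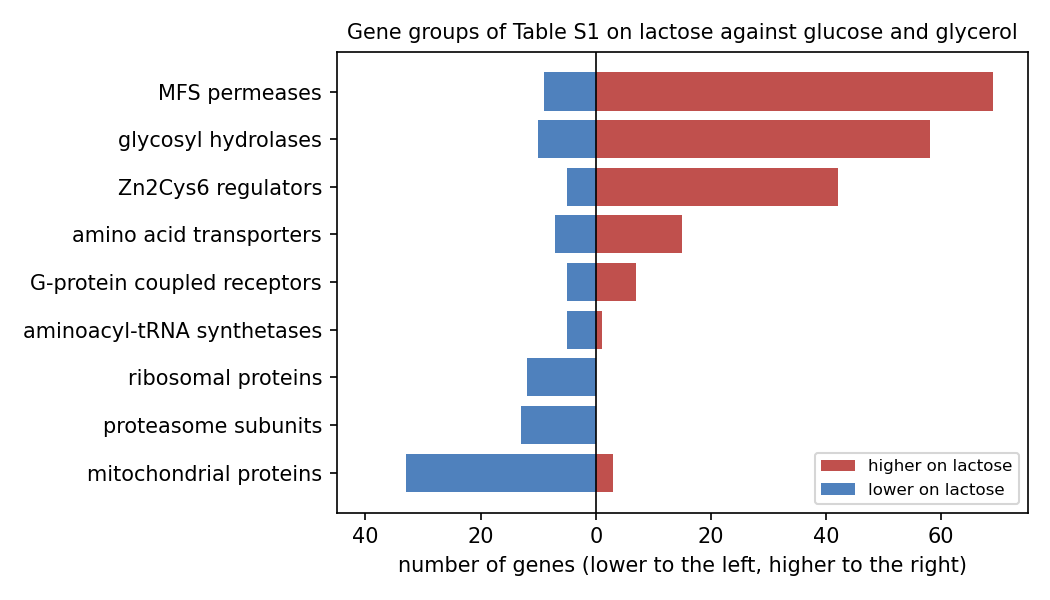
Number of Table S1 genes of each annotated group that were higher (red, to the right) or lower (blue, to the left) on lactose than on both glucose and glycerol. MFS permeases extend to 69 genes on the right and mitochondrial proteins to 33 on the left.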

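Of 12 Table S1 genes annotated with G-protein coupled receptors, 7 were higher and 5 lower on lactose. The higher ones included a PTH11 receptor (Trire2:109146, 54.5-fold against glucose and 53.0-fold against glycerol, with glucose and glycerol at the low end of the arrays), a pair of secretin-like receptors (Trire2:123806, 35.0- and 12.1-fold, and Trire2:72627, 16.2- and 8.45-fold) and the pheromone receptors of Table 4. The lower ones were 3 PTH11 receptors, a rhodopsin-type receptor and a ß-arrestin, which is no receptor itself. All 12 ribosomal protein genes of Table S1 were lower, by a median of 3.12-fold against glucose and 2.36-fold against glycerol. Table S1 holds only genes changed over 2-fold, so these medians do not describe ribosomal protein genes in general. Over 42 such genes listed by RefSeq symbol, not chosen on these arrays, the medians were -0.38 and -0.35 (log2). The ribosomal proteins L6 (8.57- and 5.72-fold) and L3 (3.73- and 2.65-fold) and the mitochondrial ribosomal proteins L43 (3.57- and 3.42-fold) and L17 (4.13- and 2.62-fold) fell most by the smaller of both folds. Of these 12 genes, 6 also belong to the mitochondrial proteins. Aminoacyl-tRNA synthetases, which charge tRNAs for translation, had 5 lower genes and 1 higher, the tryptophanyl-tRNA synthetase. Those for aspartate (3.83- and 4.32-fold), tyrosine (Trire2:71759, 5.46- and 2.68-fold), glutamate (2.84- and 2.15-fold) and the mitochondrial one for leucine (2.92- and 3.87-fold) were among the lower genes. For glutamate, the log2 fold change against glycerol was -0.98 without lactose replicate 1, which ended the call. The split departed from that of the other Table S1 genes for ribosomal proteins (Fisher's exact test, adjusted p = 7.21e-05) and not for tRNA synthetases (0.149) or G-protein coupled receptors (1). All are genes the study chose on these arrays, not independent evidence, and adjusted over the list alone each count was the same.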

**Table 2:** Major changes in the transcriptome during cultivation of *T. reesei* on lactose.

				regulation			T	G	genome %	fold (up/down)
FunCat	function	metabolic function	up		down		1540	9143	16.8	1.49
				*up*		*down*				
1	metabolism		156		120		276	2074	13.3	1.3
98		Oxidation		29		30				
98		Short chain dehydrogenases/reductases		15		12				
01_05		carbohydrate metabolism		14		12				
98		metal ion metabolism		7		6				
01_01		amino acid metabolism		27		21				
01_06		lipid metabolism		12		6				
01_20		secondary metabolism		2		5				
ND		others		50		28				
01_25_01	glycosyl hydrolases		59		10		69	201	**34.3**	**5.9**
01_25	GH auxiliary proteins		8		1		9	35	25.7	**8**
01_25_03	proteases		17		7		24	82	29.2	2.42
4_16	mitochondrial function		3		34		37	74	**50**	**0.088**
11_02_03_04	transcription factors		42		10		52	351	14.8	**4.2**
12_4	translation		1		12		13	88	14.7	**0.083**
14_13	proteosomal function		0		12		12	27	**44.4**	N*
30_05_02_24	GPCR		5		1		6	21	28.5	**5**
20_03	major facilitator superfamily		111		36		147	260	**56.5**	**3.1**
99	orphan protein		78		32		110	506	21.7	2.4
99	unknown proteins		298		245		543	3530	15.4	1.21
	**Total**		**622**		**400**					

Data on grey background were statistically significant (p<0.05). *N, not calculated because of zero in one condition.

### The Lactose-induced CAZome

As noted above, and consistent with the hypothesis of this work, genes encoding glycosyl hydrolases and auxiliary enzymes or proteins for them comprised a major group of genes (sixty-three) in the lactose-upregulated transcriptome (Table S1). Among them, we identified both cellobiohydrolases (CEL7A and CEL6A), all endoglucanases (CEL5A, CEL7B, CEL12A, CEL45A), and six *ß*-glucosidases (Table 3). Also four xylanases (XYN2, XYN3, XYN4 and XYN6), two *ß*-xylosidases, six *α*-galactosidases, two *α*-fucosidases, two *α*-arabinofuranosidases, two methyl-*α*-glucuronidase, as well as one xyloglucanase, one endo-*ß*-1,3/1,4-glucanases, and one pectinase were present. 

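The cellobiohydrolase gene cel7a (Trire2:123989), which encodes the main secreted cellulase of T. reesei, had a log2 signal of 14.23 ± 0.0092 on lactose, 6.28 ± 0.23 on glucose and 7.71 ± 0.094 on glycerol (SD, n = 2 arrays each), a rise of 246- and 91.6-fold. The second cellobiohydrolase gene, cel6a (Trire2:72567), rose 273-fold against glucose and 274-fold against glycerol. Endoglucanase genes, whose enzymes hydrolyse cellulose within the chain, differed widely: cel5a (Trire2:120312) rose 163- and 152-fold, cel12a (Trire2:123232) 72.6- and 73.6-fold, the GH45 endoglucanase (Trire2:49976) 12.9- and 24.6-fold, and cel7b (Trire2:122081) 3.30- and 3.91-fold. The 6 ß-glucosidase genes, which release glucose from cellobiose, rose between 2.11- and 21.2-fold against glucose and between 2.12- and 116.7-fold against glycerol. Among them cel1a (Trire2:120749) rose most (21.2- and 117-fold) and the extracellular cel3a (Trire2:76672) least (2.11- and 2.12-fold), and the call of cel3a ended with a further quantile normalization, without lactose replicate 2, without glucose replicate 2 and without glycerol replicate 1. For cel7a the standard error of the log2 fold change was 0.14 (adjusted p = 2.48e-09 against glucose and 7.3e-09 against glycerol, limma), and for cel7b it was 0.14 (adjusted p = 1.36e-05 and 7.25e-06). All 63 genes of Table 3 were higher on lactose (63 when adjusted over the list alone), with medians of 8.11-fold against glucose and 7.33-fold against glycerol, but they were chosen by the study from these arrays and are not independent evidence. On glucose, glycerol or both, 24 of the 63 genes lay at the low end of the arrays, among them cel6a, cel5a, cel12a and the GH45 gene. Over 4-fold, 40 genes were called, and without the dimmest 25% of all genes 17 were. Dimness was the mean signal over all 6 arrays, which leaves out untested many genes that are low on glucose and glycerol. The smaller count therefore does not show that calls were unstable.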

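The 4 xylanase genes rose between 4.69- and 28.6-fold against glucose and between 3.50- and 25.8-fold against glycerol, with the GH11 xylanase XYN2 (Trire2:123818) at the upper end. The GH30 xylanases Trire2:111849 and XYN6 (Trire2:69276) rose 16.9- and 4.69-fold against glucose, and the GH10 xylanase (Trire2:120229) 8.37-fold. Larger changes were found for the ß-xylosidases, which release xylose from xylooligosaccharides, with 107- and 91.6-fold for the GH3 enzyme (Trire2:121127) and 233- and 63.3-fold for the GH43 enzyme (Trire2:3739), which is also annotated as an α-L-arabinofuranosidase. The GH67 α-glucuronidase (Trire2:72526) rose 275- and 219-fold, and the GH79 enzyme Trire2:106575 5.02- and 3.63-fold. Table 3 holds 8 genes annotated as α-galactosidases, which rose between 2.98- and 76.4-fold against glucose and between 2.10- and 48.3-fold against glycerol, led by Trire2:72632. Trire2:65986 rose 35.5- and 21.1-fold and Trire2:59391 23.3- and 25.8-fold. The call of Trire2:72704, with the smallest rise against glycerol, ended with a further quantile normalization and without glycerol replicate 1. The α-fucosidases Trire2:5807 and Trire2:58802 rose 34.0- and 15.4-fold against glucose and 37.2- and 21.8-fold against glycerol. With the GH43 enzyme, 4 genes carried an arabinofuranosidase annotation, and the GH54 enzymes Trire2:123283 (4.17- and 5.10-fold) and Trire2:55319 (3.31- and 5.05-fold) rose less than the GH62 enzyme Trire2:76210 (10.8- and 11.7-fold). The GH74 xyloglucanase (Trire2:49081), which hydrolyses the xyloglucan backbone, rose 5.42- and 3.01-fold and the GH16 endo-ß-1,3/1,4-glucanase (Trire2:55886) 4.55- and 3.91-fold. The standard error of the log2 fold change was 0.18 for the xyloglucanase (adjusted p = 5.33e-06 and 8.77e-05, limma) and 0.15 for the GH67 enzyme. The GH67, GH3, GH62, GH10 and GH16 genes and Trire2:5807 lay at the low end of the arrays on glucose and glycerol, and the GH43 gene and Trire2:111849 on glucose.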

Finally, three acetyl-xylan esterases, two GH61 cellulose monooxygenases [6], one swollenin (a protein containing an expansin and a cellulose binding domain [7] and CIP1 (a protein containing a cellulose-binding domain [8]); were found, thus completing the above enzymes to a full cellulolytic and hemicellulolytic enzyme spectrum.

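CIP1 (Trire2:73638) rose 29.0-fold against glucose and 30.7-fold against glycerol, and the swollenin gene (Trire2:123992) 16.0- and 4.71-fold. The GH61 polysaccharide monooxygenases, which cleave cellulose by oxidation, rose 62.7- and 62.9-fold (cel61b, Trire2:120961) and 21.0- and 25.7-fold (cel61a, Trire2:73643). Both acetyl xylan esterases of family CE5, Trire2:54219 and AXE1 (Trire2:73632), changed by less, with 5.68- and 5.34-fold against glucose and 5.86- and 7.33-fold against glycerol. The CE4 deacetylase (Trire2:65215) rose 12.1-fold against glucose but 2.75-fold against glycerol. For swollenin the log2 signal was 11.18 ± 0.0028 on lactose, 7.18 ± 0.038 on glucose and 8.94 ± 0.36 on glycerol (SD, n = 2 arrays each; adjusted p = 1.79e-07 and 7.58e-06, limma). Signals of CIP1, both GH61 genes and both CE5 genes lay at the low end of the arrays on glucose and glycerol.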

**Table 3:** The lactose-induced CAZome of *T. reesei.*

Protein ID	Lact vs Glc	Lact vs Gly	p-value	annotation
22197	4.052	9.923	0.00338	GH1 ß-glucosidase
120749	21.174	116.676	0.00635	GH1 ß-glucosidase
120229	8.373	8.239	0.00323	GH10 xylanase
123818	28.587	25.835	0.00273	GH11 xylanase XYN2
123232	72.563	73.564	0.000887	GH12 endo-ß-1,4-glucanase
108477	5.864	3.143	0.0104	GH13 α-glucosidase
55886	4.553	3.907	0.0369	GH16 endo-ß-1,3/1,4-glucanase
65162	7.393	2.217	0.00458	GH18 chitinase
77299	6.826	4.682	0.0121	GH2 exo-ß-D-glucosaminidase
57857	5.956	4.869	0.0039	GH2 ß-mannosidase
69245	101.158	38.535	0.00396	GH2 ß-mannosidase
103458	2.346	2.378	0.00439	GH25 lysozyme
72632	76.354	48.322	0.00442	GH27 α-galactosidase
72704	7.091	2.103	0.00501	GH27 α-galactosidase
65986	35.526	21.134	0.00119	GH27 α-galactosidase
27259	3.285	3.374	0.0194	GH27 α-galactosidase
59391	23.278	25.785	0.00291	GH27 α-galactosidase
55999	5.679	4.295	0.0069	GH27 α-galactosidase
82227	8.106	8.403	0.0014	GH3 ß-glucosidase
46816	5.255	6.969	0.0106	GH3 ß-glucosidase
108671	2.69	2.545	0.0221	GH3 ß-glucosidase
76672	2.108	2.121	0.0421	GH3 ß-glucosidase
121127	107.07	91.618	0.0011	GH3 ß-xylosidase
111849	16.879	12.353	0.0035	GH30 glucuronoyl-xylanase
69276	4.691	3.5	0.00897	GH30 glucuroyl xylanase XYN6
60085	3.819	11.31	0.00989	GH31 α-glucosidase
69944	3.73	4.186	0.0167	GH31 α-xylosidase
64827	2.979	2.612	0.00495	GH36 α-galactosidase
124016	12.7	5.756	0.00915	GH36 α-galactosidase
123226	35.271	14.146	0.00183	GH37 trehalase
3739	233.319	63.254	0.00112	GH43 ß-xylosidase/α-L-arabinofuranosidase
49976	12.862	24.602	0.00443	GH45 endoglucanase V; C-terminal CBM1 module
45717	11.069	8.48	0.00302	GH47 α-1,2-mannosidase
120312	163.479	152.15	0.00132	GH5 endoglucanase Cel5A
81087	62.912	76.828	0.00108	GH5 glycoside hydrolase
123283	4.169	5.102	0.00817	GH54 α-L-arabinofuranosidase
55319	3.309	5.048	0.00178	GH54 α-L-arabinofuranosidase; C-terminal CBM42 module
72567	273.081	274.233	0.00225	GH6 cellobiohydrolase II (Cel6A)
120961	62.728	62.882	0.00128	GH61 polysaccharide monooxygenase
73643	21.043	25.74	0.000785	GH61 polysaccharide monooxygenase
76210	10.795	11.667	0.00228	GH62 α-L-arabinofuranosidase
65137	3.654	6.227	0.0134	GH64 ß-1,3-glucanase
25224	5.701	8.362	0.00653	GH65 a,α-trehalase
123456	11.275	2.234	0.00412	GH65 a,α-trehalase
72526	275.106	218.78	0.00163	GH67 α-glucuronidase
123989	246.472	91.566	0.00151	GH7 cellobiohydrolase I
122081	3.3	3.913	0.0095	GH7 endoglucanase Cel7B
71532	2.649	7.183	0.00359	GH71 α-1,3-glucanase
49081	5.419	3.008	0.0137	GH74 xyloglucanase; C-terminal CBM1 module
42152	2.83	6.149	0.0115	GH75 chitosanase
27395	3.292	2.494	0.0144	GH76 α-1,6-mannanase
55802	2.158	3.146	0.0206	GH76 α-1,6-mannanase
122495	19.358	20.326	0.00113	GH76 α-1,6-mannanase
106575	5.015	3.634	0.0091	GH79 methyl-ß-glucuronidase
79921	7.183	5.67	0.00323	GH92 α-1,2-mannosidase
74198	40.21	20.923	0.00652	GH92 α-1,2-mannosidase
5807	33.976	37.228	0.00346	GH95 α-L-fucosidase
58802	15.405	21.841	0.00663	GH95 α-L-fucosidase
123992	15.986	4.71	0.00527	swollenin
65215	12.104	2.749	0.00615	CE4 polysacharide deacetylase
54219	5.676	5.861	0.00149	CE5 acetyl xylan esterase
73632	5.339	7.325	0.00556	CE5 acetyl xylan esterase AXE1
73638	29.011	30.747	0.00204	CIP1

### Metabolic Characteristics of the Lactose Transcriptome

When the CAZyme encoding genes were not considered, 156 and 120 genes of the up- and downregulated transcriptome, respectively, comprised genes encoding enzymes known to be involved in metabolism. Of these genes, 106 and 92 could be attributed to specific metabolic pathways. 

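Genes for the assimilation of sulfate and the synthesis of cysteine and related amino acids were lower on lactose, all 7 of those listed in Table S1, by a median of 8.46-fold against glucose and 3.24-fold against glycerol. Sulfite reductase (Trire2:81576) was 45.9- and 12.7-fold lower, cysteine synthase (Trire2:81089) 8.46- and 5.65-fold, phosphoadenosine phosphosulfate reductase (Trire2:65410) 12.9- and 3.95-fold and adenosine 5'-phosphosulfate kinase (Trire2:75704) 14.7- and 3.24-fold. In contrast, 3-isopropylmalate dehydrogenase (Trire2:112247), an enzyme of leucine synthesis, was 41.0- and 34.4-fold higher. Of 19 genes for cytochromes P450, 12 were higher and 7 lower. Trire2:57555 (16.4- and 14.2-fold), Trire2:68705 (11.4- and 22.3-fold), Trire2:70842 (39.5- and 9.56-fold, at the low end of the arrays on glucose) and Trire2:66534 (6.41- and 13.5-fold) had the largest rise by the smaller of both folds. Thioredoxins, peroxiredoxins and glutathione enzymes, which keep thiols reduced, had 2 higher and 7 lower genes. The higher genes both encode glutathione S-transferases, and the lower ones include other glutathione S-transferases (Trire2:22453, 20.1- and 4.81-fold, and Trire2:111082, 11.9- and 8.21-fold), glutathione peroxidase (4.69- and 3.56-fold) and thioredoxin reductase (5.79- and 3.31-fold). Set against the other Table S1 genes, the split departed for the sulfate and cysteine genes (adjusted p = 0.00516, Fisher's exact test chosen after the data were examined) and not for the thiol enzymes (0.0737) or the cytochromes P450 (0.925). As the genes of the lists were picked by the study on these arrays, this is not independent evidence, and adjusted over the list alone the counts were the same.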

Genes encoding enzymes for oxidative reactions and amino acid metabolism accounted for the highest number, but no significant differences were noted between the up- and downregulated genes.

Growth on lactose proceeds slower than on glucose and glycerol, and we therefore tested whether some of the genes specifically expressed on lactose could be subject to regulation by the relationship between growth rate and repression by the carbon catabolite repressor CRE1 as described by Portnoy et al. [9]. We have therefore investigated whether genes found by these authors would overlap with those upregulated on lactose. Indeed, we found 93 genes to be shared between these two conditions (Table S2). However, they were distributed between all nine groups found by Portnoy et al. [9], and also at about equal numbers. Consequently, none of these groups is particularly enriched and we therefore conclude that lactose does not create conditions for carbon catabolite repression or growth rate-dependent derepression.

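Of the 93 genes of Table S2, 40 were higher and 53 lower on lactose than on both carbon sources. The classes were unequal in size and direction. Class F held 20 genes, all lower, including a pair of polyketide synthases and the flavoprotein monooxygenase Trire2:73623, and classes X (8 genes) and B (6 genes) were all lower as well. Classes A (7 genes) and E (10 genes) were all higher, and class D had 12 higher genes, among them the iron transporter Trire2:38812 and the alcohol oxidase AOX1 (Trire2:80659, singled out after its values were seen, 70.2-fold against glucose and 203-fold against glycerol, where it lay at the low end of the arrays), and 1 lower. Mixed directions were found in class C (3 higher and 5 lower), class G (3 and 7, the latter with the copper transporter Trire2:52315) and class H (5 and 6). Direction and class were associated (Fisher's exact test, p = 1e-05, the smallest that 100000 simulated tables can give). The test takes genes as independent, but 7 of the 20 class F genes lie in 1 run of 8 neighbouring lower genes, so the p-value may be too small. The genes were selected by the study on these arrays and the counts, the same when adjusted over the list alone, are not independent evidence. From the distribution of the shared genes over all classes of an earlier chemostat study, the paper concludes that no class is particularly enriched. It also concludes that growth on lactose creates neither carbon catabolite repression nor derepression by growth rate. Enrichment was not tested here, as it would need the full sizes of the classes in that study.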

Most of the transcription factors that were upregulated on lactose comprised members of the fungal-specific Zn(2)Cys(6) cluster family (58 genes), almost all of which have not yet been characterized in fungi. However, the genes encoding the general cellulase regulator XYR1 (Trire2:122208) and the recently described *N. crassa* cellulase-regulator CLR-2 (Trire2:60282; [10]) were found to be significantly upregulated on lactose (22- and 7-fold vs. glucose and 10 and 5-fold vs. glycerol, respectively).

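Table S1 annotates 47 genes as Zn2Cys6 transcriptional regulators, of which 42 were higher and 5 lower on lactose. The higher ones rose by a median of 4.39-fold against glucose and 4.54-fold against glycerol, over ranges of 2.09- to 141.4-fold and 2.11- to 28.8-fold. Trire2:65854 rose 141-fold against glucose, where it lay at the low end of the arrays, and 28.8-fold against glycerol. Trire2:72611 rose 32.7- and 25.5-fold, and Trire2:26163 21.3- and 22.5-fold with glucose and glycerol at the low end of the arrays. Among the lower genes, Trire2:102499 fell most, 595- and 104-fold, to the low end of the arrays on lactose, and Trire2:102497 was 10.7- and 8.38-fold lower, both singled out after their values were seen. The share of higher genes was larger than among the other genes of Table S1 (adjusted p = 1.45e-05, Fisher's exact test chosen after the data were examined). These regulators were chosen by the study on these arrays, which makes the counts, identical when adjusted over the list alone, no independent evidence.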

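The log2 signal of xyr1 (Trire2:122208) was 12.76 ± 0.18 on lactose, 7.94 ± 0.11 on glucose and 9.39 ± 0.11 on glycerol (SD, n = 2 arrays each). This was a rise of 28.2-fold against glucose and 10.3-fold against glycerol (standard error of the log2 fold change 0.14, adjusted p = 2.01e-08 and 2.22e-07, limma). The CLR-2 orthologue (Trire2:60282) rose 7.50- and 5.28-fold, from a log2 signal of 9.06 ± 0.0068 on glucose and 9.56 ± 0.11 on glycerol to 11.96 ± 0.052 on lactose (SD, n = 2 arrays each, adjusted p = 1.34e-07 and 5.46e-07, limma). For xyr1, glycerol cultures also lay 2.73-fold above glucose cultures (adjusted p = 5.02e-05, limma). Both regulators were named by the study from these arrays, and both passed when adjusted over the list alone (2 of 2), which is not independent evidence.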

Interestingly, eight genes that were significantly upregulated during growth on lactose comprised genes involved in sexual differentiation, including the mating type gene *mat1-2-1*, the *α*-type pheromone precursor *hpp1*, two pheromone receptors and genes involved in synthesis and processing of the pheromone precursor (Table 4).

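All 8 genes of Table 4 were higher on lactose, by a median of 9.42-fold against glucose and 5.84-fold against glycerol (8 when adjusted over the list alone). The pheromone receptors rose 16.0- and 16.3-fold (Trire2:57526) and 12.8- and 6.65-fold (Trire2:64018). The mating type gene mat1-2-1 (Trire2:124341) rose 18.5- and 4.56-fold and the pheromone precursor gene hpp1 (Trire2:34493) 7.45- and 5.86-fold. Genes for the modification and export of prenylated peptides changed in the same direction, with 11.4- and 7.26-fold for the exporter Ste6 (Trire2:62693), 7.11- and 5.82-fold for the isoprenylcysteine methyltransferase (Trire2:31134), 3.35- and 4.09-fold for the farnesyltransferase α subunit (Trire2:22093) and 2.90- and 4.37-fold for the CaaX protease (Trire2:124222). For mat1-2-1 the log2 signal was 11.73 ± 0.024 on lactose, 7.52 ± 0.17 on glucose and 9.54 ± 0.17 on glycerol (SD, n = 2 arrays each, adjusted p = 4.31e-08 and 2.79e-06, limma). The study drew Table 4 from these arrays, so its direction is not independent evidence.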

**Table 4:** Genes involved in sexual development that are upregulated in *T. reesei* during growth on lactose.

Protein ID	lact vs glc*	lact vs glyc	p-value	annotation
62693	11.378	7.257	0.001	ABC-transporter Ste6p
34493	7.451	5.858	0.002	α-type peptide pheromone precursor *hpp1*
124222	2.898	4.37	0.010	CaaX-protease, related to *E. nidulans rce1*, involved in signal transduction
57526	15.982	16.307	0.003	GPCR, mating type pheromone G-protein coupled receptor
64018	12.801	6.654	0.003	GPCR, mating type pheromone G-protein coupled receptor
31134	7.111	5.816	0.002	isoprenylcysteine carboxyl methyltransferase
124341	18.462	4.564	0.003	mating protein MAT1-2-1
22093	3.354	4.094	0.004	Protein farnesyltransferase, alpha subunit

* fold change.

### The Lactose-induced MFS Permeases Comprise Members Involved in Transport of Hemicelluloses Monomers

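The MFS permease genes that were higher on lactose rose by a median of 9.85-fold against glucose and 7.24-fold against glycerol. Ranked by the smaller of both folds, the first was Trire2:105260, with a log2 signal of 12.38 ± 0.19 on lactose, 3.54 ± 0.15 on glucose and 4.53 ± 0.11 on glycerol (SD, n = 2 arrays each), the latter both at the low end of the arrays. It was followed by Trire2:3405 with 14.99 ± 0.015, 8.13 ± 0.12 and 8.33 ± 0.28 in the same order, and by Trire2:121441, which rose 151-fold against glucose and 98.9-fold against glycerol. The next, Trire2:79202, annotated as associated with cellulose signalling, had log2 signals of 11.63 ± 0.0056, 6.56 ± 0.15 and 5.20 ± 0.058. At the other end, rises of 2.18-fold against glucose and 2.04-fold against glycerol were enough for a call. The lower genes include a multidrug transporter (Trire2:43701, 101- and 97.5-fold), singled out after its values were seen, and transporters annotated for peptides. Without the dimmest 25% of all genes, 35 of the permease genes were higher.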

As noted above, MFS permeases comprised one of the largest gene groups upregulated on lactose (Table 2; Table S1). The function of most of them was unknown. However, BLAST analysis of their amino acid sequences resulted in putative mono- or disaccharide transporters of other fungi as next neighbours. One of them (Trire2:104072) has recently been described to enable *S. cerevisiae* to take up D-xylose [11]. To learn more about their function, we prepared deletion strains of the 14 most upregulated MFS permeases, and screened them for their ability to grow on glucose, lactose, D-galactose, and Trire2:104072 also on L-arabinose and D-xylose (Figure 1). 

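Figure 1 names 12 permease genes, and all 12 were higher on lactose than on both glucose and glycerol (12 when adjusted over the list alone), by a median of 4.68 (log2) against glucose and 4.23 against glycerol. Trire2:104072 had a log2 signal of 9.46 ± 0.17 on lactose, 4.74 ± 0.018 on glucose and 4.22 ± 0.50 on glycerol (SD, n = 2 arrays each), the last at the low end of the arrays. Others are Trire2:65915 (47.6- and 10.2-fold), the fucose permease homologue Trire2:78833 (48.2- and 11.9-fold), Trire2:82309 (17.1- and 24.5-fold) and Trire2:123473 (6.09- and 8.56-fold). Ranks were taken among the 69 higher genes that Table S1 annotates as MFS permeases. By fold change, 5 of the first 14 against glucose and 6 of the first 14 against glycerol are in Figure 1. By the smaller of both folds, 7 of the first 14 are. The permease Trire2:121441, with rank 3 by the smaller fold, is not in the figure. As the paper reports 14 deletions, more than the figure names, absence from it does not show that a gene was passed over. As the study picked these genes by their change on the arrays, the direction is not independent evidence.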

The most severe effect was observed with Trire2:3405, whose deletion completely blocked the ability of the strain to grow on lactose containing medium, but not on D-glucose or D-galactose (Figure 2a). A phylogenetic analysis shows that Trire2:3405 is a member of a sister clade of a larger cluster containing the *K. lactis* and *A. nidulans* lactose permeases (Figure 3), and other so far uncharacterized orthologues from other Pezizomycota. All the other deletion mutants did not display any clear phenotype, and their identity therefore remains obscure. Interestingly, none of the mutants exhibited decreased growth on cellobiose, not even in the presence of nojirimycin (to inhibit the extracellular *ß*-glucosidases which could compensate the defect of a putative cellodextrin transporter; Figure S1). The expression of the MFS permeases was verified by qPCR analysis, which confirmed upregulation on lactose after 24 h of growth (Table S3).

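On the arrays, the 10 permease genes of Table S3 were all higher on lactose than on glucose, by a median of 21.0-fold, and than on glycerol, by a median of 28.5-fold (10 when adjusted over the list alone, genes the study chose on these arrays and not independent evidence). Trire2:3405 rose 116-fold against glucose on the arrays, and the paper's qPCR ratio was 758.32 ± 346.77 (standard error). For Trire2:79202 the array fold was 33.7 and the paper's ratio 165.80 ± 42.40, and for Trire2:104072 they were 26.3 and 28.05 ± 16.04. Trire2:50894 (25.1-fold on the arrays), Trire2:56289 (14.6-fold), Trire2:70349 (13.8-fold) and Trire2:69957 (16.2-fold) had ratios in the paper of 2.11 ± 0.56, 2.16 ± 0.23, 1.59 ± 0.15 and 1.25 ± 0.68, and Trire2:56684 (16.9-fold) 7.67 ± 5.74. The paper's ratios of Trire2:105260 (0.14 ± 0.17) and Trire2:121608 (0.76 ± 0.16) lay below 1, where the array folds were 456 and 4.75. Table S3 gives a later hour of RNA isolation for these ratios than the text does and than is given for the arrays. The array signals of Trire2:105260, Trire2:56289, Trire2:56684 and Trire2:69957 lay at the low end on glucose, so these 4 folds are imprecise. In all, the paper's ratio exceeded 1 for 8 of the 10 genes, and the array fold exceeded the paper's ratio for 7. Across the 10 genes, which are not independent replicates, log2 array folds and log2 ratios correlated with Pearson's r = 0.102 (permutation p = 0.785, adjusted 0.785) and Spearman's rho = 0.370 (permutation p = 0.297, adjusted 0.593 over 2 relations). Without Trire2:105260 and Trire2:3405, the genes farthest from the median array fold, Pearson's r was 0.733 over 8 genes. Leaving them out was not set before the data were examined, and it drops a gene with opposite directions in both methods. The value over 8 genes therefore does not replace that over all 10. The reference gene tef1 (Trire2:123902) differed on the arrays by -0.08 (log2) against glucose and 0.15 against glycerol (standard error 0.15, adjusted p = 0.662 and 0.405, limma), and dividing by it shifts all 10 folds alike, so it cannot change the coefficients.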

**Figure 1:**
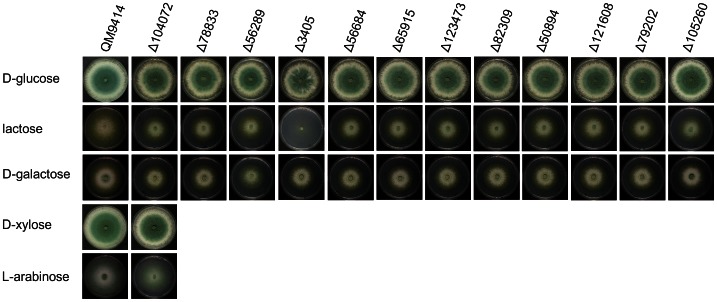
Growth of several MFS-knock out strains on D-glucose, lactose, D-galactose, and where appropriate, D-xylose, and L-arabinose. Pictures were taken 96 h after of incubation on minimal medium supplemented with the appropriate carbon source (1% w/v).

**Figure 2:**
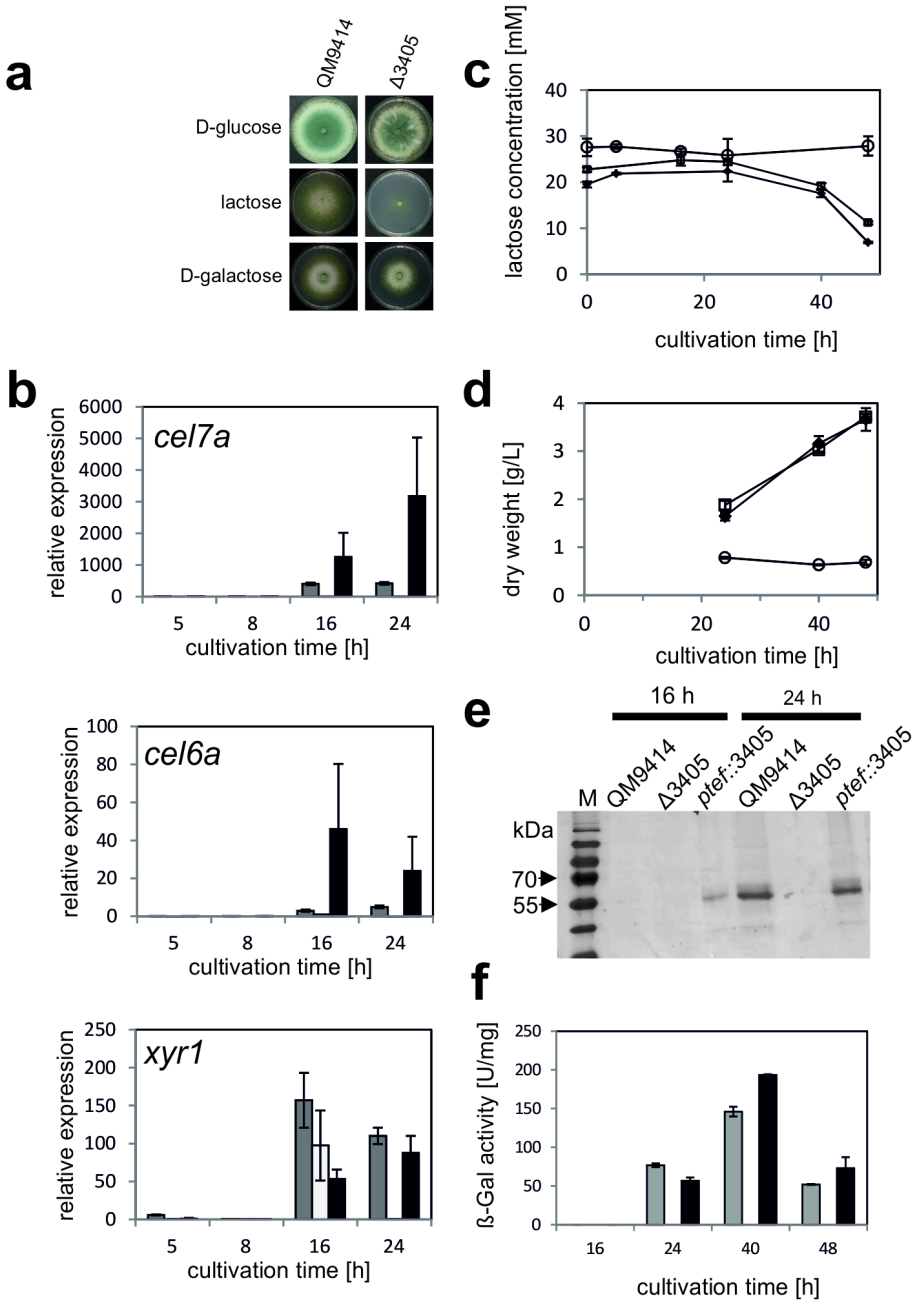
(a) Growth comparison of QM 9414 to the Δ3405 strain on minimal media supplemented with D-glucose, lactose and D-galactose. Pictures were taken on day 4. (b-g) Comparison of strains QM 9414 (grey), Δ3405 (white) and *ptef::3405* (black) pregrown in minimal medium supplemented with 1% glycerol and,after washing of the mycelium extensivly with sterile water, transferred to minimal medium containing 1% lactose. (b) Accumulation of *cel6a*, *cel7a* and *xyr1* transcripts measured by qPCR. Samples were taken 5, 8, 16 and 24 h after replacement to 1% lactose. The expression is given in relation to *tef1* gene expression, where the *tef1* expression value equals one. Mean values ± SD of three independent experiments are shown. (c) Lactose concentration in the medium during growth of QM 9414 (filled diamonds), Δ3405 (empty circles) and *ptef::3405* (empty squares) on 1% lactose. (d) Biomass formation of strains QM 9414 (filled diamonds), Δ3405 (empty circles) and *ptef::3405* (empty squares) on 1% lactose. Mean values ± SD of three independent experiments are given. (e) SDS-PAGE analysis of culture filtrates from QM 9414, Δ3405 and *ptef::3405.* Samples taken at 16 and 24 h after replacement to lactose. (f) ß-galactosidase activity determined with *o*-nitrophenyl-ß-D-galactopyranoside as the substrate. Error bars indicate the standard deviation of three independent experiments.

**Figure 3:**
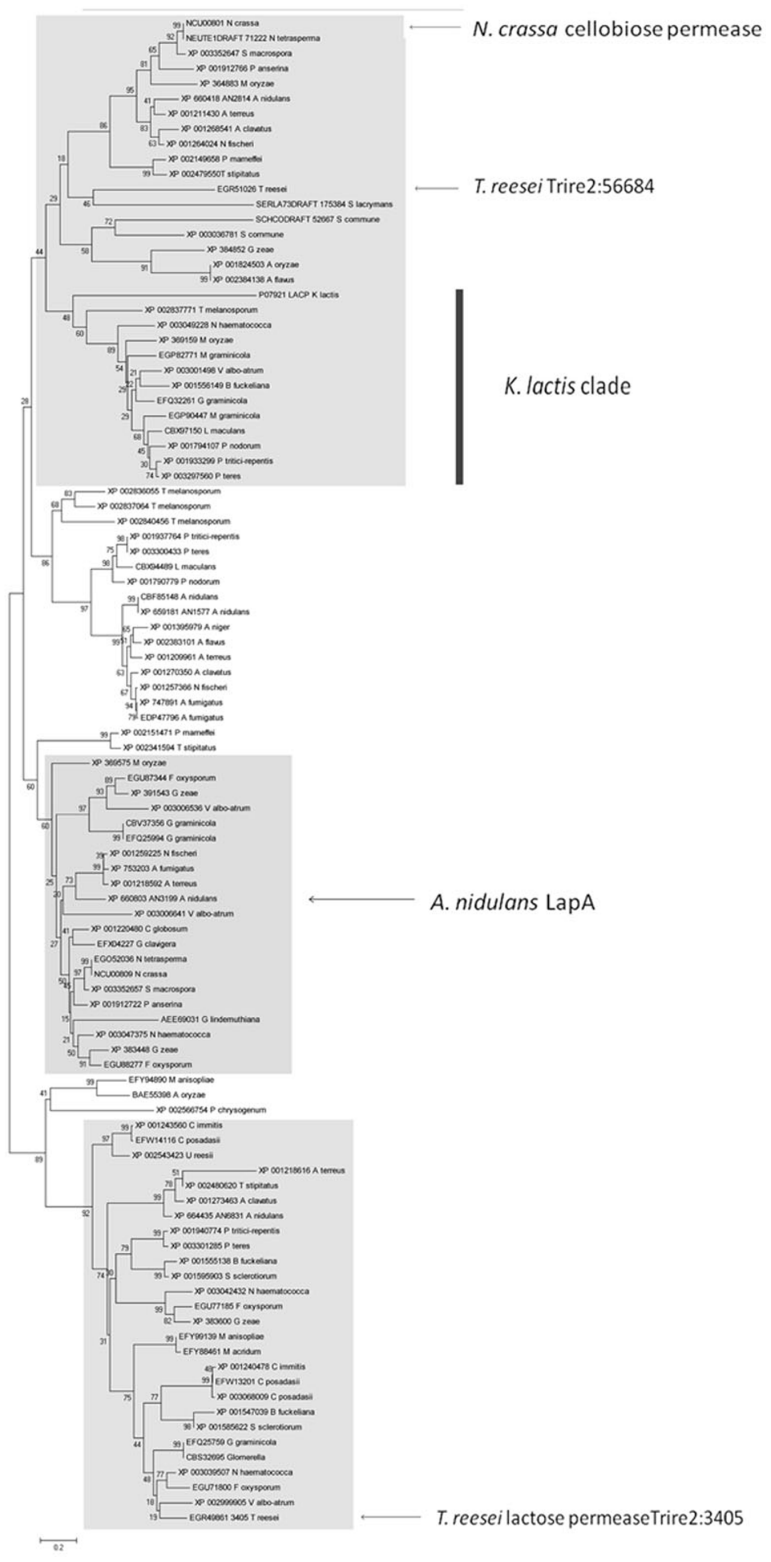
Phylogenetic analysis of the putative lactose permease Trire2:3405.

### The Putative Lactose Permease is Essential for Cellulase Induction by Lactose

Having identified a putative lactose transporter of *T. reesei*, we were also interested whether this transporter would be relevant for cellulase production on lactose. To this end, we cultivated the deletion strain in Trire2:3405 on glycerol and then transferred it to lactose and recorded the formation of cellulases and the accumulation of cellulase transcripts (Figure 2 b–e). The Δ3405 strain did not grow after transfer to lactose, and also did not take it up; cellulase activities were reduced to zero and the levels of the *cel6A* and *cel7A* transcripts eliminated, as determined with qPCR. Placing Trire2:3405 under the strong and constitutive expression signals of the *tef1* promoter [12] resulted in an earlier appearance of the *cel6A* and *cel7A* transcripts (after 16 h of growth on 1% lactose) compared to the parental strain, and this finding was also reflected in the appearance of these two enzymes at 16 h in the culture filtrate but not in the parental strain, as shown by SDS-PAGE analysis (Figure 2e).

We also tested whether induction by sophorose, a strong inducer of cellulase formation in *T. reesei* (8), would also be affected by the knock out in the lactose transporter. However, pregrowth on glycerol and subsequent transfer to 1 mM sophorose revealed the same abundance of *cel7A* and *cel6A* transcripts in QM 9414 and Δ3405 after 4 and 6 hrs of incubation (data not shown). We therefore conclude that the lactose permease Trire2:3405 is specifically involved in cellulase induction by lactose.

Consistent with recent findings that induction of the cellulase regulator XYR1 does not require metabolism of D-galactose (14), expression of *xyr1* remained unaffected in the Δ3405 strain. Similarily, formation of the extracellular ß-galactosidase BGA1 was unaffected in strain 3405 (Figure 2 f).

## Discussion

In their natural habitat, fungi are unlikely to encounter the disaccharide lactose frequently as a carbon source. However, *T. reesei* is able to grow on it and simultaneously secretes cellulases. The present data offer some explanations for this enigma: besides a complete cellulase system, the upregulated CAZome also includes the cellulase accessory proteins CIP1, swollenin and two of the newly detected GH61 cellulose monooxygenases. Further, it comprises about half of the hemicellulases (xylanases, α- and ß-D-galactosidases, α-L-arabinofuranosidases and cellulose/hemicellulose deacetylases), three of four α-L-fucosidases and all enzymes acting on D-glucuronoyl-side chains (GH30 glucuronoyl xylanases, and GH67/GH79 α–D-glucuronidases). An indirect stimulation of expression of these genes (e.g. by a lower growth rate and/or relieve from carbon catabolite repression) appears unlikely when the respective transcriptomes displayed under these conditions are compared (*vide supra*).A plausible explanation therefore is that lactose mimics substance(s) present in the natural habitat of *T. reesei* (i.e. predegraded and decaying wood) that signal the availability of plant biomass tothe fungus. This physiological signal is likely another ß-D-galactoside, as some of them have been shown to be able to induce cellulases [13]. Such ß-D-galactooligosaccharides would typically occur in xyloglucans of the XXGG type [14], in which xylose residues can be substituted with α-1,2-L-fucopyranose-ß-1,2-D-galactopyranose and α-1,2-L-galactopyranose-ß-1,2-D-galactopyranose disaccharides and O-linked acetyl groups, side chains for which the respective hydrolytic enzymes are all induced in *T. reesei* by lactose. Further, the xyloglucans of dicotyledons are partially replaced by glucuronoarabinoxylan, which has a linear ß-1,4-linked D-xylopyranosyl backbone with glucuronosyl or 4-O-methyl glucuronosyl side chains, which are again structures for which *T. reesei* enzymes are induced. Xyloglucans are the hemicelluloses in the primary cell wall of dicotyledons and are strongly associated with cellulose by crosslinking cellulose microfibrils [15]. Our data leads to speculate that the xyloglucans are the initial target for *T. reesei* when feeding on plant biomass.

The Zn(2)Cys(6) transcriptional regulator XYR1 has been demonstrated to be responsible for the induction of cellulases, xylanases and also some of the α-L-arabinofuranosidases in *T. reesei* [12], [16], but it is not known whether this extends to all of the CAZyme genes upregulated on lactose. In this context, it is interesting that the orthologue of the recently described *N. crassa* cellulase regulator CLR-2 [10] was found to be upregulated by lactose. Since *in vivo* and *in vitro* studies have shown that only the binding sites for XYR1 and the HAP2/3/5 complex are in the *cel6A* promoter are occupied and are thus necessary for transcription of the cellulases in *T. reesei* [17], and a *xyr1* knock out is unable to induce cellulase gene transcription [16], it is unclear how CLR-2 could contribute to cellulase induction. It will be interesting to investigate whether it is responsible for the expression of some of the hemicellulase genes for which the regulator is as yet unknown.

Lactose also induces the genes for a number of oxidative enzymes such as a GMC oxidoreductase, multicopper oxidase, tyrosinase, and FAD-dependent oxidases and monoxygenases. 

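Of 24 Table S1 genes annotated with these oxidative enzymes, 12 were higher and 12 lower on lactose than on both carbon sources. Higher ones included the flavin-containing monooxygenase Trire2:76230 (108-fold against glucose and 12.0-fold against glycerol), the GMC oxidoreductase Trire2:123978 (29.7- and 12.9-fold) and the FAD binding proteins Trire2:5345 (17.8- and 12.9-fold) and Trire2:66726 (17.7- and 10.3-fold). On glucose, Trire2:76230 and Trire2:66726 lay at the low end of the arrays. Apart from the GMC oxidoreductase Trire2:66795, the next genes were singled out after their values were seen. Both tyrosinases changed, Trire2:45445 upwards (6.39- and 2.04-fold) and Trire2:50793 downwards (5.44- and 6.05-fold, at the low end of the arrays on lactose). The rise of Trire2:45445 against glycerol did not pass when each array was centred on its median (log2 0.997) or without glycerol replicate 2 (0.909). The only multicopper oxidase in Table S1, Trire2:122948, was 2.52-fold lower than on glucose and 2.52-fold lower than on glycerol (log2 signal 6.23 ± 0.05 on lactose, 7.57 ± 0.066 on glucose and 7.57 ± 0.16 on glycerol, SD, n = 2 arrays each). A GMC oxidoreductase (Trire2:66795) fell 352- and 4.16-fold to the low end of the arrays, and the sulfhydryl oxidase Erv1 (Trire2:60849), which acts in mitochondrial protein import, 20.3- and 11.2-fold. The split did not depart from that of the other Table S1 genes (adjusted p = 0.538, Fisher's exact test). Counts were the same when adjusted over the list alone, and the study's selection of these genes on the same arrays makes them no independent evidence.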

The majority of these proteins were predicted to possess a signal peptide (by SignalP; p<0.05; [18]) and are thus putative secreted proteins. Their induction by lactose is enigmatic, because no oxidation products of lactose or D-galactose are present in the medium. On the other hand, these enzymes are considered to be involved in lignin degradation by white rot fungi [19], and aid in the attack of brown rot fungi on cellulose by Fenton chemistry [20]. We consider it possible that lactose, as a trigger for formation of the plant biomass decomposing machinery of *T. reesei*, also induces enzymes that can aid the action of the CAZymes by Fenton-type like reactions. Although the operation of Fenton-type chemistry in cellulose degradation has so far only been shown in brown-rot fungi, recent data in *N. crassa* also pointed in this direction [21]. The demonstration of Fenton-type chemistry in *T. reesei* would be an important step in further understanding the superiority of its secretome in cellulose hydrolysis.

The number of genes -1540 - that are significantly regulated during growth on lactose is higher than that recorded in previous studies on carbon catabolite repression or conidiation [9], [22], illustrating that growth on lactose involves a major physiological shift in *T. reesei*. While one would expect changes in genes associated with metabolism of lactose, our data show that other areas of metabolism (such as amino acid and lipid metabolism or metal ion uptake), mitochondrial functions and components of the proteasome are also altered. 

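Genes for copper and iron uptake had some of the largest changes, with 12 lower and 4 higher of the 16 in Table S1. The ferric reductase Trire2:23353 was 1854-fold lower on lactose than on glucose and 1794-fold lower than on glycerol, with a log2 signal of 3.46 ± 0.041 on lactose, 14.32 ± 0.036 on glucose and 14.27 ± 0.18 on glycerol (SD, n = 2 arrays each). The copper transporters Trire2:52315 (1757- and 1966-fold) and Trire2:62716 (1587- and 1452-fold) and the ferrooxidoreductase Trire2:5119 (72.4- and 79.9-fold) fell likewise. These 4 lower genes lay at the low end of the arrays on lactose. Against this direction, the iron transporter Trire2:38812 is among the 10 largest rises on the arrays. The Cu/Zn superoxide dismutase genes Trire2:123029 (sod1) and Trire2:110471 rose 12.3- and 9.36-fold against glucose and 10.9- and 9.58-fold against glycerol, whereas the Mn superoxide dismutase gene (Trire2:66345), singled out after its values were seen, fell 6.68- and 7.11-fold. With the 4 catalases, 6 of the 7 genes for these enzymes, which remove superoxide and hydrogen peroxide, were higher. COX17 (Trire2:54676), which delivers copper to cytochrome c oxidase, was 8.42- and 6.38-fold lower. Both zinc transport genes were lower (Trire2:123325, 5.29- and 5.54-fold, and Trire2:107479, 3.84- and 7.42-fold, the latter also annotated for iron), as were all 3 ammonium transporters (MEA1, Trire2:43671, 22.9- and 16.9-fold; Trire2:82204, 14.4- and 4.52-fold; Trire2:82095, 5.16- and 3.13-fold). The split departed from that of the other Table S1 genes for copper and iron uptake (adjusted p = 0.0193, Fisher's exact test chosen after the data were examined) and not for dismutases and catalases (0.387). Adjusted over the list alone the counts were the same, and as the study had selected these genes on the same arrays, they are not independent evidence.

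**Figure D2:**
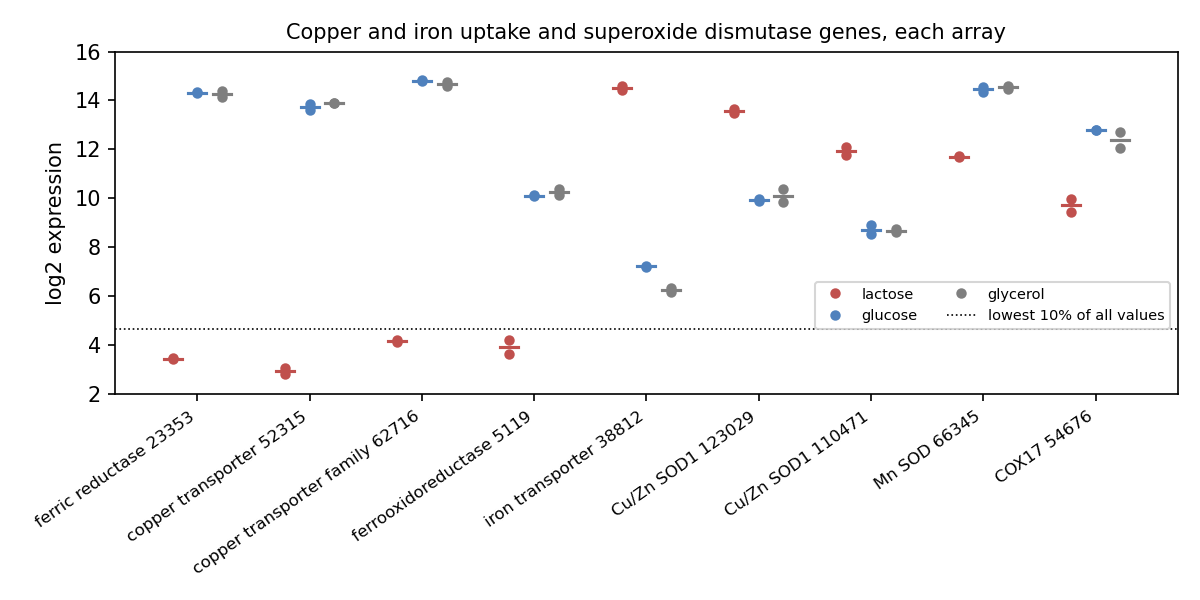
Log2 expression of genes for copper and iron uptake, superoxide dismutases and COX17 on each array, with 2 points and the mean (bar) for each carbon source, and the lowest 10% of all values under a dotted line. The Mn superoxide dismutase gene lies lower and both Cu/Zn genes higher on lactose than on glucose and glycerol.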

At this time, the physiological consequences of these changes are unknown; however they do not seem to be related to the different growth rate on lactose in comparison to glucose and glycerol, as only a few genes were shared between the present study and that by Portnoy et al. who used chemostat cultures at different growth rates [9]. Interestingly, secondary metabolism - which was reported to correlate with cellulase and hemicellulase gene upregulation [23] - was almost not affected by lactose: only two nonribosomal peptide synthases (Trire2:60751 and Trire2:67189) and none of the polyketide synthases at all were upregulated.

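The nonribosomal peptide synthase genes rose 2.73-fold against glucose and 2.19-fold against glycerol (Trire2:60751) and 2.39- and 2.42-fold (Trire2:67189). A pair of polyketide synthase genes was lower on lactose, by 255- and 117-fold (Trire2:73621) and by 139.7- and 54.8-fold (Trire2:73618, singled out after its values were seen). The log2 signal of Trire2:73621 was 6.85 ± 0.13 on lactose, 14.84 ± 0.064 on glucose and 13.72 ± 0.19 on glycerol (SD, n = 2 arrays each). For Trire2:60751 the adjusted p was 1.28e-05 against glucose and 6.95e-05 against glycerol (limma), but with the arrays quantile normalized again its log2 fold change against glycerol was 0.999, which ended the call. All 4 are genes the study selected on these arrays, so 2 higher and 2 lower genes, also when adjusted over the list alone, are not independent evidence.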

The lactose upregulated transcriptome also included a vast number of putative transporters of the major facilitator superfamily. The fact that gene deletion could only identify the function of one of them is likely due to a redundancy of their function. However, one of them turned out to be essential for lactose utilization. Interestingly, this transporter is not a member of the major fungal lactose permease clade identified recently ([24]; cf. Figure 3). The fact that its knock-out impairs triggering of cellulase gene expression by lactose also in resting cells, which do not require lactose for growth, illustrates that either the uptake or the intracellular presence and/or metabolism of lactose is essential for cellulase induction. These findings reject our previous assumption that lactose metabolism in *T. reesei* proceeds only *via* extracellular hydrolysis and subsequent uptake and metabolism of the monomers D-glucose and D-galactose [25], [26]. This theory was based on the findings that the genome inventory of *T. reesei* appears not to contain a gene encoding an intracellular ß-galactosidase. Intracellular ß-galactosidases belong to GH family 2. 

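Table 3 holds 3 genes of family GH2, all higher on lactose (3 of 3). The ß-mannosidase Trire2:69245 rose 101-fold against glucose, where it lay at the low end of the arrays, and 38.5-fold against glycerol. Another ß-mannosidase, Trire2:57857, rose 5.96- and 4.87-fold, and the exo-ß-D-glucosaminidase Trire2:77299 6.83- and 4.68-fold, the latter also from the low end of the arrays on glucose. Adjusted p-values were 3.57e-08 and 2.08e-07, 5.41e-07 and 1.44e-06, and 3.54e-06 and 1.65e-05 (limma), in the same order.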

While the genome of *T. reesei* contains seven members of this group [6], and four have also been found in this study to be induced on lactose, a Blastp search identified all of them as ß-mannosidases (five), exo-ß-D-glucosaminidase (one) and ß-glucuronidase (one) and none as a ß-galactosidase. While we cannot rule out that one of them (e.g. the ß-glucuronidase) has also a ß-galactosidase activity, it is also possible that *T. reesei* has an intracellular ß-galactosidase that does not belonging to family 2. Identification of the respective enzyme would provide essential information for genetic manipulation of lactose metabolism and thus cellulase formation, and for the understanding of the utilization of this intriguing disaccharide in *T. reesei*.

## Materials and Methods

### Strains, Cultivations and Measurement of Growth, Lactose Consumption and Cellulase Formation

*T. reesei* QM9414 (ATCC 26921), an early cellulase producing mutant was used throughout this work and kept on potato dextrose agar (Sigma, St. Louis, MO) at 28°C. *T. reesei Δtku70* strain [27], an uridine auxotrophic strain lacking the *tku70* gene required for non-homologous end joining DNA-repair, was maintained on malt extract medium supplemented with uridine (10 mM).

Growth on different carbon sources was assessed on minimal medium containing (1 g/L MgSO_4_, 10 g/L KH_2_PO_4_, 6 g/L (NH_4_)_2_SO_4_, 3 g/L Na_3_citrate•2H_2_O, 1% glucose, 20 ml/L trace elements (5 mg/L FeSO_4_•7H_2_O, 1.6 mg/L MnSO_4_•H_2_O, 1. 4 mg/L ZnSO_4_•H_2_O and 2 mg/L CoCl_2_•2H_2_O) and 15 g/L agar) 1% (w/v) of the respective carbon source [28]. For cultivation in submerged cultures (shake flasks), strains were pregrown in 1% (w/v) glycerol for 24 h, mycelia were harvested by filtration and washed with sterile water, and equal amounts of mycelia then transferred to flasks containing the appropriate carbon source (1% w/v), and cultivated for up to 96 h.

Growth on solid medium was tested by inoculating agar plates with a small agar piece (5 mm diameter). The biomass in submerged culture was determined by filtering portions of culture onto Whatman no. 1 preweighted filter papers. The harvested biomass was dried at 80°C for 3 days, and then weighted.

Cellulase and ß-galactosidase activities were assayed as described previously [29] with *p*-nitrophenyl-*ß*-D-lactopyranoside and *p*-nitrophenyl-*ß*-D-galactopyranoside as the respective substrates. Lactose concentration in the medium was determined with the 3,5-dinitrosalicylic acid [30].

SDS-PAGE was performed as described by Ausubel et al. [31] using 10% polyacrylamide gels. To this end, the proteins from the culture supernatant were precipitated by the addition of 2 vol EtOH andthen and dissolved in one tenth of the original volume of SDS sample buffer. Gels were stained with Coomassie Brilliant Blue G250.

### Vector Construction and Generation of Gene Deletion Mutants

Deletion cassettes consisting of 1.-to 1.5 kb fragments of the gene-specific flanking regions interrupted by the *T. reesei pyr4* marker gene (encoding orotidine-5′-monophosphate decarboxylase) were assembled by yeast recombinational cloning [32]. Oligonucleotides (10 µM) 5F +5R and 3F +3R were used for amplification of the individual flanking regions from genomic *T. reesei* DNA using *Taq* Polymerase (Promega). By PCR approximately 19 bp were introduced at each flanking end that overlap with the pRS426 (URA +) yeast shuttle vector or the *pyr4* gene to allow homologous recombination. A 3.2 kb fragment of the *T. reesei pyr4* marker gene was amplified with oligonucleotides Pyr4 fw and Pyr4 rev. A PCR touchdown program ranging from 62°C to 58°C for annealing was used for amplification. Oligonucleotide sequences are shown in Table S4. Yeast transformation was performed as described [33] using the lithium chloride/polyethylene glycol procedure. Yeast strain WW-YH10 (ATCC 208405) was transformed with both flanking regions, the *pyr4* marker gene and an EcoRI/XbaI digested plasmid pRS426 [34]. Transformants were selected on synthetic complete dropout media (SC-URA with uracil dropped out). Following total DNA isolation from liquid SC-URA media [35], plasmids were introduced into chemically competent JM109 *E. coli* cells (Promega). The outside primers 5F +3R were used to synthesize the complete deletion cassette from *S. cerevisiae*.

For construction of a strain overexpressing Trire2:3405 under the constitutive *tef1* promoter, the coding region of Trire2:3405 plus approximately 500 bp downstream of it were amplified using primer st_infusion_1 and st_infusion_2 (Table S4) and inserted into the SalI/HindIII linearized plasmid pLHhph1-tef1 [12] using the In-Fusion® HD Cloning Kit (Clontech). Transformation of *T. reesei* protoplasts was performed as described by Gruber *et al.* [36]. Integration of the *ptef1::3405* fragment was verified using primer Ptef F-ch and St R-ch (Table S4).

### Transformation of *T. reesei* and Analysis of Transformants

All deletion strains were generated in the *Δtku70* strain [27] and the QM 9414 strain (ATCC 26921) was used as a control in all experiments. Protoplast preparation and transformation were performed as previously described [36]. The deletion cassettes were purified from agarose gels (QIAquick Gel Extraction kit, QIAGEN) and concentrations were determined (Nanodrop Spectrophotometer, Peqlab). After transformation protoplasts were stabilized and regenerated on minimal mediumsupplemented with 1 M D-Sorbitol. In the case of the QM9414 *tef1::3405* strain the selection media additionally contained 100 µg/mL hygromycin B (Roth). For sporulation, transformants were transferred to small plates and purified by plating conidiospores onto plates with 0.1% Triton X-100 as colony restrictor. Single colonies were transferred to selective media and screened for correct integration of the deletion cassettes or of the *tef1::3405* fragment, respectively. Genomic DNA of the transformants was extracted [37] and transformants were screened for the presence of the deletion cassettes by amplifying a fragment by PCR with one oligonucleotide specific for the upstream region outside of the deletion cassette (primer abbreviated with “ch” in Table S4) and the second specific for the *pyr4* marker gene (ch_pyr4 neu).

### Transcriptome Analysis

Mycelia were harvested from cultures growing on lactose, glucose and glycerol, respectively, for 24 hrs. Total RNAs were extracted using TRIzol® reagent (Invitrogen Life Technologies, Carlsbad, CA, USA), according to the manufacturer’s instructions, and then purified. cDNA synthesis, labelling and hybridization was performed by Roche NimbleGen (Roche-NimbleGen, Inc., Madison, WI, USA) with a high density oligonucleotide (HDO) microarray using 60-mer probes representing the 9.129 genes of *T. reesei*. Microarray scanning, data acquisition and identification of probe sets showing a significant difference (p = 0.05) in expression level between the different conditions were performed essentially as described by Metz *et al.* [22]. Gene accession numbers were annotated according to version 2 of the *T. reesei* genome assembly (http://genome.jgi-psf.org/Trire2/Trire2.home.html), and ambiguous cases annotated manually.

Genes were then classified according to their major annotation in the MIPS Functional Catalogue [38]. To determine whether there were differences in the functional categories in each cluster, the distribution within each cluster was compared to the total distribution of all the annotated genes using independent chi-square tests. The microarray data and the related protocols are available at the GEO web site (www.ncbi.nlm.nih.gov/geo/) under accession number GSE39276.

### Real Time PCR

DNase treated (DNase I, RNase free; Fermentas) RNA (5 µg) was reverse transcribed with the RevertAid™ First Strand cDNA Kit (Fermentas) according to the manufacturer’s protocol with a combination (1∶1) of the provided oligo-dT and random hexamer primers. All assays were carried out in 96-well plates which were covered with optical tape, as described by Metz *et al*. [22]. Primers, amplification efficiency and R-square values are given in Table S5. Determination of the PCR efficiency was performed using triplicate reactions from a dilution series of cDNA, and the amplification efficiency was then calculated from the given slopes in the IQ5 Optical system Software v2.0. Expression ratios were calculated using REST© Software. All samples were analyzed in two independent experiments with three replicates in each run.

### Phylogenetic Analysis

Phylogenomic relationship between Trire2:3405 and its closest neighbors in BLAST (blastP) was studied by performing a randomized bootstrap maximum-likelihood analysis using RAxML software [39], setting the bootstrap analysis to 1000 runs and the bootstrap random seed value to 12,311. The Dayhoff mutation data matrix was used for the analysis of the alignment.

## Supporting Information

Figure S1 Growth of the MFS-knock out strains on glucose and cellobiose (1%, w/v, each) in the presence of 20 and 50 µg/mL nojirimycin.
(DOCX)

Table S1 Genes that are significantly (>2-fold) and consistently up- or downregulated in T. *reesei* on lactose when compared to glucose and glycerol.
(DOCX)

Table S2 Genes significantly regulated on lactose and by CRE1 and/or growth rate.
(DOCX)

Table S3 Expression rates of the ten most upregulated MFS permeases determined qPCR analysis.
(DOCX)

Table S4 Oligonucleotides used for the construction of deletion cassettes.
(DOCX)

Table S5 Oligonucleotides used in quantitative real-time PCR.
(DOCX)

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631

**Figure S1.** Growth of the MFS-knock out strains on glucose and cellobiose (1 %, w/v, each) in the presence of 20 and 50 µg/mL nojirimycin. Photographs were taken after 96 h of growth.

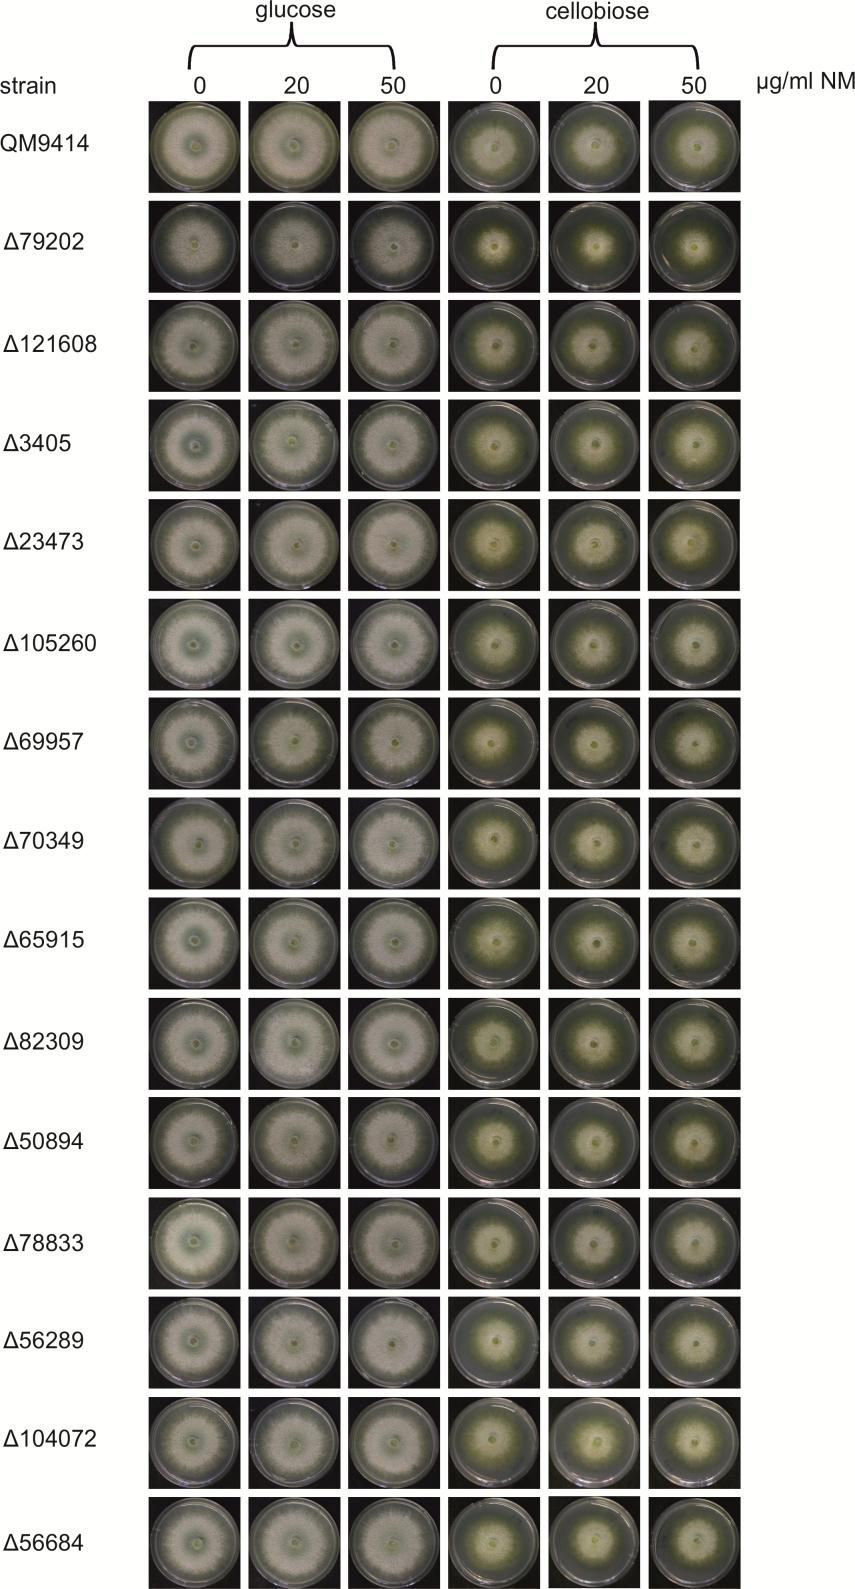

**Supplement:** Figure S1 — Growth of the MFS-knock out strains on glucose and cellobiose (1%, w/v, each) in the presence of 20 and 50 µg/mL nojirimycin.

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631
**Supplement:** Table S1 — Genes that are significantly (>2-fold) and consistently up- or downregulated in T. reesei on lactose when compared to glucose and glycerol.

**Table S1.** Genes that are significantly (> 2-fold) and consistently up- or downregulated in T. *reesei* on lactose when compared to glucose and glycerol.

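Table S1 lists fold changes on lactose against glucose and against glycerol with 1 p-value per gene. All 1540 of its genes were found on the arrays, and all passed in the same direction here, 899 higher and 641 lower. Its folds and those from the array means differed by over 1% in 0 genes, and 142 folds of Tables 3 and 4 were compared in the same way with 0 differing. A further 53 genes passed both comparisons here without being listed, and 54 genes over 2-fold different in both had a p of 0.05 or more in the authors' deposited table. The p-values in the authors' deposited table matched Benjamini-Hochberg adjusted values of a one-way analysis of variance over the 3 carbon sources within 0.0011 for all 9126 features.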

*GL, fold increase/decrease on lactose vs glucose; **YL, fold increase/decrease on lactose vs glycerol

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631
**Supplement:** Table S2 — Genes significantly regulated on lactose and by CRE1 and/or growth rate.

**Table S2.** Genes significantly regulated on lactose and by CRE1 and/or growth rate*

* abbreviations are used as in Supplementary Table S1. The letters in the column “*cre1* regulation” refer to the regulatory pattern as described by Portnoy et al. [9].

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631
**Supplement:** Table S3 — Expression rates of the ten most upregulated MFS permeases determined qPCR analysis.

**Table S3.** Expression ratios* of the ten most upregulated MFS permeases determined qPCR analysis. The results and standard errors of three independent experiments are shown.

| **Gene ID** | **Ratio**** |  |
| --- | --- | --- |
| 105260 | 0.14 ± 0.17 |  |
| 3405 | 758.32 ± 346.77 |  |
| 79202 | 165.80 ± 42.40 |  |
| 56289 | 2.16 ± 0.23 |  |
| 104072 | 28.05 ± 16.04 |  |
| 50894 | 2.11 ± 0.56 |  |
| 56684 | 7.67 ± 5.74 |  |
| 70349 | 1.59 ± 0.15 |  |
| 69957 | 1.25 ± 0.68 |  |
| 121608 | 0.76 ± 0.16 |  |

*Ratios are defined as the normalized expression of the gene on lactose versus expression of the gene on glucose. The consitutively expressed gene *tef1* was used for normalization.

** RNA was isolated after 30 hrs of cultivation.

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631
**Supplement:** Table S4 — Oligonucleotides used for the construction of deletion cassettes.

**Table S4.** Oligonucleotides used for the construction of deletion cassettes.

# Supplementary material for: Systems Analysis of Lactose Metabolism in Trichoderma reesei Identifies a Lactose Permease That Is Essential for Cellulase Induction
**Source:** PLoS One. 2013 May 8;8(5):e62631. doi: 10.1371/journal.pone.0062631
**Supplement:** Table S5 — Oligonucleotides used in quantitative real-time PCR.

**Table S5**. Oligonucleotides used in quantitative real-time PCR.

| **Gene ID** | **Oligonucleotide** | **Sequence** | **Amplification Efficiency [%]** | **R^2^ value** |
| --- | --- | --- | --- | --- |
| 123902/tef1 | tef1 qPCR fw | 5‘-CCACATTGCCTGCAAGTTCGC-3‘ | 91 | 0,998 |
|  | tef1 qPCR rv | 5‘-GTCGGTGAAAGCCTCAACGCAC-3‘ |  |  |
| 122208/xyr1 | qPCR_xyr1_for | 5‘-CCATCAACCTTCTAGACGAC-3‘ | 105 | 0,997 |
|  | qPCR_xyr1_rev | 5‘-AACCCTGCAGGAGATAGAC-3‘ |  |  |
| 72567/cel6a | cbh2 qPCR fw | 5‘-ACTACAACGGGTGGAACATTAC-3‘ | 106 | 0,999 |
|  | cbh2 qPCR rv | 5‘-CGTGGATGTACAGCTTCTCG-3‘ |  |  |
| 123989/cel7a | cbh1 qPCR fw | 5‘-CCGAGCTTGGTAGTTACTCTG-3‘ | 101 | 0,999 |
|  | cbh1 qPCR rv | 5‘-GGTAGCCTTCTTGAACTGAGT-3‘ |  |  |
| 105260 | ht RT 1 | 5'-AACTTTGGGTGTCCTTTGGC-3' | 98 | 0,999 |
|  | ht RT 2 | 5'-CGCAAACGCAGAAGCAAG-3' |  |  |
| 3405 | st RT 1 | 5'-CCGTCTACCGTCTGTTGTGC-3' | 97 | 0,998 |
|  | st RT 2 | 5'-GAAGTAGGAAAGAACCGCATTG-3' |  |  |
| 79202 | tp RT 1 | 5'-AGGCACGGCAATCTTTCG-3' | 99 | 0,999 |
|  | tp RT 2 | 5'-CGCTCGCCAAACCTATGTG-3' |  |  |
| 56289 | pmfs1 RT 1 | 5'-TATTTCATTGCCTTTGCTACCC-3' | 95 | 0,997 |
|  | pmfs1 RT 2 | 5'-CTCGCCTTCTATTCTCCCTTG-3' |  |  |
| 104072 | pt1 RT 1 | 5'-GCGGAGTCAAAGGAGATCG-3' | 100 | 0,998 |
|  | pt1 RT 2 | 5'-CATTACCACCGAGGAGTTGC-3' |  |  |
| 50894 | pmfs4 RT 1 | 5'-CAGTGGACAGGAATCAATGCC-3' | 104 | 0,999 |
|  | pmfs4 RT 2 | 5'-CCAGTAGCGAGCAGGGAAAC-3' |  |  |
| 56684 | pt2 RT 1 | 5'-TTGGGCATGGGAGCTGTAC-3' | 102 | 0,998 |
|  | pt2 RT 2 | 5'-AGAAGCAAGCCTGGTAAGCAC-3' |  |  |
| 70349 | pmfs5 RT 1 | 5'-CGGCTTCTTCTTCTTCCCAG-3' | 99 | 0,999 |
|  | pmfs5 RT 2 | 5'-CGACAGGCACACGAATAACAG-3' |  |  |
| 69957 | pt4 RT 1 | 5'-TGCCGTGCTACTCGTTGGTC-3' | 96 | 0,998 |
|  | pt4 RT 2 | 5'-GGTTCGTTGGACAGACTTCGG-3' |  |  |
| 121608 | pmfs6 RT 1 | 5'-GGCTTTCCTCCCGTTTGAC-3' | 101 | 0,999 |
|  | pmfs6 RT 2 | 5'-ATCCACAACAGCGTCACCG-3' |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

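Transcripts of T. reesei QM9414 grown on lactose, glucose or glycerol were measured on 6 single-colour NimbleGen arrays, 2 for each carbon source. The authors deposited log2 values, 1 per gene and array, which they had summarised from several long probes per gene by RMA, without a stated version. Background correction and the normalization between arrays are not given in the sources used here. The authors also deposited a table with the log2 mean of each carbon source, which equals the mean of both arrays within 5e-06, and the folds of lactose against glucose and against glycerol. That deposited table holds 1 p-value per gene, and the kind of test the authors used is not named there. Over all 9126 features these p-values lay within 0.0011 of the Benjamini-Hochberg adjusted values of a one-way analysis of variance over the 3 carbon sources. The score the authors deposited beside it is an F statistic per gene over the 3 carbon sources, and it was not used. No column of values per array was left unused (0).

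The deposited log2 values entered the tests unchanged, and no gene was left out for a low signal. Groups were taken from the sample labels. All 3 groups were fitted together with limma 3.58.1 in R 4.3.3, with contrasts for lactose against glucose, lactose against glycerol and glucose against glycerol, and with eBayes at its default settings. The prior standard deviation was 0.135 with 5.10 degrees of freedom, and the median residual standard deviation was 0.133. The precision is limited by the number of arrays. A gene passed a comparison when it was over 2-fold different and its Benjamini-Hochberg adjusted p was under 0.05, and it was called higher or lower on lactose when it passed both lactose comparisons in 1 direction. By the adjusted p alone 5743 genes differed between lactose and glucose and 5456 between lactose and glycerol, so the 2-fold threshold decides most calls. The test was tried on simulated data with 200 changed genes among 9126, in which 0 of 50 genes changed by 1.5-fold, 49 of 50 changed by 2.5-fold and all 50 changed by 4-fold or by 8-fold were called, and 0 of the 8926 unchanged genes. The 2-fold threshold largely fixed the counts at 1.5-fold and among unchanged genes in advance. Noise was drawn from the fitted spread between arrays, so the run does not give the error rate between cultures. Replicate numbers were not used to pair the arrays of different groups in the main fit. The deviations of arrays with the same number correlated with r = -0.01 between lactose and glucose, -0.14 between lactose and glycerol and 0.07 between glucose and glycerol. With 2 arrays per group, these values cannot show whether cultures or hybridizations were paired.

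Gene groups were formed from words in the annotation of Table S1, or taken from Tables 3, 4, S2 and S3, Figure 1 and the text. The study selected all of these genes on the same arrays, so the counts per group describe the selection and are no independent test. The share of higher genes in each of 17 groups with at least 5 members was compared with the rest of Table S1 by Fisher's exact test, two-sided, adjusted over the 17 groups. The FunCat classes behind Table 2 are not among the sources, so its enrichments were not repeated. Groups that do not depend on the arrays were made from RefSeq symbols, which exist for 235 of the features, after product descriptions, planned as their source, were found to be missing from the reference. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Array folds and the paper's qPCR ratios of Table S3 were compared across genes with 100000 permutations. Direction and class of the Table S2 genes were compared with 100000 simulated tables. Of the array features, 9122 carry a protein ID and 9094 have a RefSeq locus tag, whose order on 61 sequences of the QM6a assembly was used only to find neighbouring genes. Calls were shuffled 10000 times over these positions. Ribosomal protein genes were compared with 10000 random lists of genes within 50 ranks of the same mean signal, and copper and iron uptake genes with 10000 such lists of Table S1 genes, ranked among these. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for counts, permutations and figures.

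Before the data were examined, the rule for the genes named was set as every gene that the paper names in its text, Tables 3 and 4, Table S3 or Figure 1, the 10 largest changes in each direction by the smaller of both folds and for glucose against glycerol, and up to 4 members of each group. The values in the paper's tables had been seen by then, and genes outside this rule are named as chosen after their values were seen. The alternatives set at the same time were an unadjusted p, an adjusted p under 0.01, folds over 1.5 and over 4, a moderated F test, an ordinary analysis of variance, a fit with trend and robust options, separate fits of 2 groups, the replicate number as a block, a further quantile normalization, median centring, leaving out the dimmest 25% of genes, leaving out each array in turn, and the authors' deposited table. The direction tests, the RefSeq groups, the test of neighbouring genes and the random lists were added after the data were examined.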

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

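The comparisons with array medians, of superoxide dismutase genes, of shuffled gene positions, of random lists of equally bright genes and of centred ribosomal protein genes were chosen only after the results were seen, whereas the hour of harvest and the growth rate were named as tests before.

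Copper and iron uptake stood out among gene groups that the paper names only in passing, with 12 of 16 genes lower on lactose than on glucose and glycerol. The medians of the 16 genes, all from Table S1 and so selected as changed, were -3.39 and -3.51 (log2), and 0 of 10000 random lists of equally bright genes of Table S1 were as low in either comparison. These lists cannot exclude an effect of array normalization. The group was singled out for its lower genes, and brightness was matched by the mean over all arrays, not on each array. With a further quantile normalization and with median centring, 12 genes stayed lower and 4 higher. Both start from values the authors had normalized, and array medians, within 0.0435 (log2) after that step, do not test it either. A candidate explanation is that more copper was available to the lactose cultures, in which case copper-zinc superoxide dismutase would rise and the manganese enzyme fall. The smallest gap between these genes was 5.97 (log2), in that direction. As this prediction was written after the values were seen, it is no test of the explanation. Of other genes tied to copper, COX17 (log2 -3.07 and -2.67) and the multicopper oxidase Trire2:122948 (log2 -1.33 and -1.33, singled out after its values were seen) fell. Among the uptake genes, the iron transporter Trire2:38812 (log2 7.28 and 8.24) and another copper transporter, Trire2:69426 (log2 1.85 and 3.03), rose instead. The latter was singled out after its values were seen, and no metal was measured. A later harvest stays open, since the labels give 28 h for both lactose cultures and 24 h for all others.

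Genes next to each other on the genome changed together more often than chance placement gives, with 330 neighbouring pairs called in the same direction (212 higher and 118 lower) against a median of 142 and a maximum of 185 in 10000 shuffles (permutation p = 0.0001, the smallest they can give). Neighbours with the same annotation do not account for it alone, as 305 pairs, above every shuffle, were left without them. Copies of 1 gene that share probe signal under different annotations are not excluded, since no sequences were compared. There were 24 runs of 4 or more genes, 19 higher and 5 lower, and a higher run holds the lactose permease Trire2:3405, the Zn2Cys6 regulator Trire2:26163, a short chain dehydrogenase (Trire2:106164) and an ISP4 protein (Trire2:59364), the last pair singled out after the values were seen. Another places the Zn2Cys6 regulator Trire2:65854 between a quinate permease, a shikimate dehydrogenase and a shikimate kinase. A regulator or chromatin shared by neighbours is a candidate explanation that was not tested.

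Ribosomal protein genes, listed by RefSeq symbol and so not chosen on these arrays, had a median log2 fold change of -0.38 against glucose and -0.35 against glycerol over 42 genes, and 19 of them passed the adjusted p in both comparisons in limma, all downwards, as did 2115 of all 9126 features in that direction, while the list did not pass camera with an estimated correlation (adjusted p = 0.75). An effect of array normalization stays open, since centring each array on its median, with medians already nearly equal, left -0.37 against glucose and -0.38 against glycerol and does not test that step. Compression of bright signals on the lactose arrays is not excluded, as bright genes in general were lower, with random medians of -0.13 and -0.12, and 9 of 10000 random lists of equally bright genes were as low in either comparison. Slower growth on lactose, which the paper reports, may lower ribosomal protein genes and cannot be told apart from the carbon source, because no cultures of equal growth rate were arrayed. Between glucose and glycerol the median was 0.0488, and 7163 of 10000 random lists lay at or below it.

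The paper does not compare glucose with glycerol, where 1603 genes differed, 775 higher and 828 lower on glucose. The hydrophobin gene hfb3 (Trire2:123967), which the paper does not mention, was higher on lactose than on glucose, where it lay at the low end of the arrays, by an imprecise 10.28 (log2), while lactose and glycerol differed by -0.29 (adjusted p = 0.196, limma). Another hydrophobin gene, hfb2 (Trire2:119989), was higher by 6.57 (log2) against glucose and differed by -0.26 from glycerol (adjusted p = 0.37, limma), and was singled out after its values were seen. The longest run of neighbours, 8 lower genes, holds the polyketide synthases Trire2:73618 and Trire2:73621, a flavoprotein monooxygenase, a multidrug transporter, 2 Zn2Cys6 regulators and an isoamyl alcohol oxidase (Trire2:73631, like Trire2:73618 singled out after its values were seen), 7 of them in class F of Table S2, and lies directly beside the higher genes AXE1, CIP1 and cel61a.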

How the results depend on the processing

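All alternatives were set before the data were examined, apart from the lists made from RefSeq symbols. Counts over all genes moved most with the fold threshold, and those of CAZymes and MFS permeases without the dimmest genes. Over 1.5-fold, 1474 genes were higher and 1369 lower on lactose than on both carbon sources, with 4338 genes changed against glucose, 4068 against glycerol and 2827 between glucose and glycerol. Over 4-fold, these counts were 381, 189, 1096, 917 and 546, with 40 CAZymes of Table 3 higher and 0 proteasome and 1 mitochondrial gene lower. Without the dimmest 25% of genes, so with fewer genes tested, 532 genes were higher, 1590 changed against glycerol and 1032 between glucose and glycerol, and 17 CAZymes and 35 MFS permeases were higher. The filter took the mean over all 6 arrays, so genes low on glucose and glycerol could be left out untested, and these smaller counts do not show unstable calls. With camera at an estimated correlation 0 of 12 set tests passed, against 6 at the preset one, and the cause was not tested. Leaving out 1 array, which assumes that a lone array varies like the other groups, gave 908 to 943 higher and 643 to 691 lower genes, 2636 to 2774 against glucose, 2468 to 2538 against glycerol, 1598 to 1646 between glucose and glycerol, 61 to 63 CAZymes, 8 to 8 genes of Table 4, 65 to 69 MFS permeases, 10 to 13 proteasome and 29 to 33 mitochondrial genes, 6 to 6 set tests, and r = 0.0756 to 0.129 beside the qPCR ratios. The replicate block gave 929, 664, 2681, 2476 and 1602 genes, and the other alternatives, normalizations included, stayed within 1.5 times of each count. Of 4686 values for 213 named genes under normalizations, other fits and 1 array left out, 4659 kept direction and call, 27 in 12 genes fell under 2-fold (Trire2:2574, Trire2:4430, Trire2:45445, Trire2:60751, Trire2:61553, Trire2:106538, Trire2:121248, Trire2:124332 and, of Table 3, Trire2:55802, Trire2:72704, Trire2:76672 and Trire2:123456), and none turned. Without background values for the probes, folds from the low end of the arrays cannot be bounded.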

Differences from the paper's values

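Array folds and the paper's qPCR ratios in Table S3, both as log2 of lactose over glucose, differed by more than 1 standard error of the ratio for 9 of 10 permease genes. That is a narrow margin and no test of a difference, and some errors were wide, as for Trire2:3405 (758.32 ± 346.77) and Trire2:56684 (7.67 ± 5.74). Trire2:3405 had 9.57 in the paper's qPCR and 6.86 on the arrays, and Trire2:79202 had the paper's 7.37 and 5.07 here. Opposite signs were found for Trire2:105260, the paper's -2.84 against 8.83, and Trire2:121608, the paper's -0.396 against 2.25, although the paper states that qPCR gave upregulation on lactose. The ratio of Trire2:121608, 0.76 ± 0.16, lay near 1, so its sign is uncertain. The arrays gave more than the paper's qPCR for Trire2:50894 (paper's 1.08, here 4.65), Trire2:56289 (paper's 1.11, here 3.87), Trire2:69957 (paper's 0.322, here 4.02), Trire2:70349 (paper's 0.669, here 3.79) and Trire2:56684 (paper's 2.94, here 4.08). On glucose, Trire2:105260, Trire2:56289, Trire2:56684 and Trire2:69957 lay at the low end of the arrays, so the size of these 4 differences is uncertain. The paper's errors are standard errors, and Table S3 gives a later hour of RNA isolation than is given for the array cultures, so the samples are not the same. Of the alternatives set before the data were examined, a further quantile normalization (3.96) and the fit without lactose replicate 1 (3.75) brought Trire2:56684 within the paper's error only as converted to log2 (1.08), not on the scale of ratios, and none did so for the others. For Trire2:104072 the paper's 4.81 and 4.72 here did not differ.

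Table 2 counts genes by FunCat class, while words in the annotation of Table S1 were used here, so the groups are not the same. The paper gives 111 MFS permeases higher and 36 lower, against 69 and 9 here. Alternatives set before the data were examined gave 35 to 69 higher and 4 to 9 lower. The group holds only Table S1 genes with that annotation, so no alternative could exceed 69 and 9. These alternatives therefore cannot test the difference. For G-protein coupled receptors the paper's count of lower genes is 1 and here it was 5, a ß-arrestin included, with 1 when a 4-fold change was required, the only alternative within 1.5 times of the paper's count. The paper's 7 lower proteases stand against 11 here, with 10 without lactose replicate 1 or glycerol replicate 2 and 7 without the dimmest 25% of genes, the only alternatives within 1.5 times of the paper's count. The paper's 2 arabinofuranosidases stand against 4 genes of Table 3 with that annotation here, 1 of them also annotated as a ß-xylosidase. There were 3 when a 4-fold change was required, the only alternative within 1.5 times of the paper's count, and 1 without the dimmest 25% of genes. Every gene of Table S1 passed in the paper's direction in the main setting. A match with the paper's count under another setting therefore does not account for these differences in grouping. Among counts that did not differ by 1.5 times, Zn2Cys6 regulators were 42 here against the paper's 58, and GH2 genes 3 against the paper's 4. The paper's totals of 899 higher and 641 lower genes were reached with an ordinary analysis of variance, an alternative set before the data were examined.

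The paper states that genes shared with an earlier chemostat study fall into all of its classes in similar numbers. In the paper's Table S2 these classes held 6 to 20 genes. On the arrays class F (20), class X (8) and class B (6) were lower throughout and class A (7) and class E (10) higher throughout. The full sizes of the classes in the chemostat study were not used. The paper's conclusion that no class is particularly enriched was therefore not tested. The Discussion names a multicopper oxidase among the genes induced on lactose, and the 1 in Table S1, Trire2:122948, singled out after its values were seen, was lower both here and in that table. Of the other enzymes named there, GMC oxidoreductases, tyrosinases and FAD-dependent enzymes, higher genes were found in each kind. The paper reports deletion of 14 permeases, described as the most upregulated ones, and 12 are named in Figure 1. Of these 12, 7 were among the first 14 by the smaller of both folds, ranked among the 69 higher genes annotated as MFS permeases. Deleted genes outside Figure 1 were not ranked, and Table 2 counts more MFS genes than that annotation, so the paper's choice was not tested.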

Other observations

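The direction tests and the lists made from RefSeq symbols were chosen only after the data were seen, as were gal1, gal7, gal10, hfb1, Trire2:105869 and other genes marked so, and fold changes are log2, first against glucose and then against glycerol, unless given as folds. The galactokinase gene gal1 (Trire2:74122), whose enzyme opens the Leloir pathway of galactose, was lower on lactose, with fold changes of -2.98 and -2.12 (limma, adjusted p = 1.37e-06 and 1.37e-05). Of the other Leloir genes, gal10 passed neither comparison with -0.09 and -0.14 (Trire2:79955, adjusted p = 0.595 and 0.421, limma), and gal7 was lower than on glucose only, with -1.15 and 0.59 (Trire2:111074, adjusted p = 0.00016 and 0.00735, limma). Of the 6 galactose and pentose genes of Table S1, 4 were higher and 2 lower (Fisher's exact test, adjusted p = 1). The higher ones included L-arabinitol 4-dehydrogenase (lad1, Trire2:49753) by 2.95 and 2.23, xylose reductase (xyl1, Trire2:107776) by 1.49 and 2.43 and tagatose bisphosphate aldolase (Trire2:122736) by 2.12 and 2.70. Of the phosphoketolase genes, Trire2:61553 was higher by 1.93 and 1.00, a call that ended with a further quantile normalization, with median centring, without lactose replicate 1 and without glycerol replicate 1, and Trire2:77481, singled out after its values were seen, was lower (-1.03 and -1.48).

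Malate synthase (acu9, Trire2:79271), an enzyme of the glyoxylate cycle, was higher by 2.57 and 1.26, whereas malate dehydrogenase and a 2-oxoglutarate dehydrogenase component were lower. The group had 2 higher and 2 lower genes and a median of 0.59 against glucose and -0.01 against glycerol, and it takes in 3-isopropylmalate dehydrogenase by its name, an enzyme of leucine synthesis. The group for glycerol use, formed from annotation words, held 1 gene, a glycerol-3-phosphate dehydrogenase annotated as NAD-dependent (gfd1, Trire2:2574). It was 2.18-fold lower than on glucose and 2.01-fold lower than on glycerol. The call ended with a further quantile normalization, without lactose replicate 1 and without glycerol replicate 1. Whether this gene serves glycerol use was not tested. No glycolytic enzyme (0) and no histone (0) was among the annotated genes of Table S1.

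Of 30 proteases, 19 were higher and 11 lower (Fisher's exact test, adjusted p = 0.861). An aspartyl protease (Trire2:53961) rose by 4.84 against glucose and 6.28 against glycerol, the dipeptidyl peptidases Trire2:61293 and Trire2:56830 by 4.91, from the low end of the arrays, and 2.70 against glucose and 3.42 and 3.38 against glycerol, and γ-glutamyltranspeptidase (Trire2:5337) by 3.47 and 3.30. The 3 chaperone genes were lower, Zuotin (Trire2:76740) with -1.67 and -1.31, a dnaJ protein (Trire2:31481) with -1.21 and -1.13 and ATP12 (Trire2:121248) with -1.40 and -1.04, the last without a call when lactose replicate 1 or glycerol replicate 1 was left out. Catalase Trire2:120371 rose by 4.45 and 8.32 and cat1 (Trire2:70600), at the low end of the arrays on glucose and glycerol, by 4.01 and 4.01.

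Among genes tied to conidia and aerial hyphae, 3 were higher and 1 lower. The conidiation gene con10 (Trire2:5084) rose by 4.21 and 5.72 and the hydrophobin gene HFB5 (Trire2:106538) by 5.76, from the low end of the arrays on glucose, and 1.26, without a call against glycerol when glycerol replicate 2 was left out. The regulator WetA (Trire2:4430) rose by 1.11 and 2.11, and the first of these did not pass with a further quantile normalization or without glucose replicate 2. The class II hydrophobin gene Trire2:105869 changed by -3.50 and -2.72, and hfb1 (Trire2:73173) changed by -0.32 against glucose and -2.79 against glycerol.

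By camera at the preset correlation, 6 of 12 tests on lists of RefSeq symbols passed, for cellulases (12 genes, adjusted p = 8.13e-07 against glucose and 1.46e-06 against glycerol, 10 genes higher in both by adjusted p), ribosomal proteins (0.00359 and 0.00353) and proteasome core subunits (6 genes, 0.0179 and 0.013, with medians of -0.93 and -0.94 log2). With an estimated correlation 0 tests passed and 2 did at an unadjusted p under 0.05, both for cellulases, whose adjusted p was 0.0731, and by fry, which does not compare a list with other genes, 9 passed. Chitinases (18 genes, 0.684 and 0.684), hydrophobins and histones (8 genes, 0.462 and 0.376) and signalling proteins (21 genes, 0.684 and 0.811) did not pass by camera at the preset correlation. For chitinases the direction was upwards while the medians were -0.01 and -0.03 (log2), with 5 genes higher and 1 lower in both comparisons by adjusted p.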
